# During hormone depletion or tamoxifen treatment of breast cancer cells the estrogen receptor apoprotein supports cell cycling through the retinoic acid receptor α1 apoprotein

**DOI:** 10.1186/bcr2827

**Published:** 2011-02-07

**Authors:** Marcela D Salazar, Maya Ratnam, Mugdha Patki, Ivana Kisovic, Robert Trumbly, Mohamed Iman, Manohar Ratnam

## Abstract

**Introduction:**

Current hormonal adjuvant therapies for breast cancer including tamoxifen treatment and estrogen depletion are overall tumoristatic and are severely limited by the frequent recurrence of the tumors. Regardless of the resistance mechanism, development and progression of the resistant tumors requires the persistence of a basal level of cycling cells during the treatment for which the underlying causes are unclear.

**Methods:**

In estrogen-sensitive breast cancer cells the effects of hormone depletion and treatment with estrogen, tamoxifen, all-*trans *retinoic acid (ATRA), fulvestrant, estrogen receptor α (ER) siRNA or retinoic acid receptor α (RARα) siRNA were studied by examining cell growth and cycling, apoptosis, various mRNA and protein expression levels, mRNA profiles and known chromatin associations of RAR. RARα subtype expression was also examined in breast cancer cell lines and tumors by competitive PCR.

**Results:**

Basal proliferation persisted in estrogen-sensitive breast cancer cells grown in hormone depleted conditioned media without or with 4-hydroxytamoxifen (OH-Tam). Downregulating ER using either siRNA or fulvestrant inhibited basal proliferation by promoting cell cycle arrest, without enrichment for ErbB2/3+ overexpressing cells. The basal expression of RARα1, the only RARα isoform that was expressed in breast cancer cell lines and in most breast tumors, was supported by apo-ER but was unaffected by OH-Tam; RAR-β and -γ were not regulated by apo-ER. Depleting basal RARα1 reproduced the antiproliferative effect of depleting ER whereas its restoration in the ER depleted cells partially rescued the basal cycling. The overlapping tamoxifen-insensitive gene regulation by apo-ER and apo-RARα1 comprised activation of mainly genes promoting cell cycle and mitosis and suppression of genes involved in growth inhibition; these target genes were generally insensitive to ATRA but were enriched in RAR binding sites in associated chromatin regions.

**Conclusions:**

In hormone-sensitive breast cancer, ER can support a basal fraction of S-phase cells (i) without obvious association with ErbB2/3 expression, (ii) by mechanisms unaffected by hormone depletion or OH-Tam and (iii) through maintenance of the basal expression of apo-RARα1 to regulate a set of ATRA-insensitive genes. Since isoform 1 of RARα is genetically redundant, its targeted inactivation or downregulation should be further investigated as a potential means of enhancing hormonal adjuvant therapy.

## Introduction

Most breast tumors in both premenopausal and postmenopausal women express estrogen receptor type alpha (ER). Tamoxifen is a Selective Estrogen Receptor Modulator (SERM) widely used for adjuvant therapy in the treatment of ER+ breast cancer. In the hormone-sensitive tumors, tamoxifen acts as a partial antagonist, impairing ER function by competing with estrogen for binding to the receptor [1]; however, more than three years of tamoxifen treatment only results in approximately 50% reduction in the incidence of invasive breast cancer in women at high risk, whereas about a third of ER+ breast tumors are intrinsically resistant to tamoxifen [2,3].

Third generation aromatase inhibitors (AI) present a valuable alternative to tamoxifen adjuvant therapy in postmenopausal women with ER+ breast cancer [4-6]. Aromatase activity is essential for catalyzing the conversion to estrogen of steroid precursors in peripheral tissues, the major source of estrogen production in postmenopausal women. Upon treatment with AI, aromatase activity is reduced by at least 96% and circulating estrogen is virtually absent, inhibiting hormone-dependent tumor growth [7]. In spite of the sensitivity of tamoxifen-resistant tumors to AI, breast tumors also acquire resistance to AI after long term treatment, resulting in disease recurrence and aggressive tumor growth [8,9]. Clinical trials are underway to assess the possibility of delaying the onset of resistance by administering AI for two to three years following two to three years of tamoxifen treatment [10,11]. The mechanistic basis underlying breast tumor resistance to either hormone depletion or to tamoxifen is still inadequately understood. In the vast majority of cases, resistance must occur through hormone-independent ER signaling events [12,13]. Accordingly, Selective Estrogen Receptor Downregulators (SERDs, for example, Faslodex) have been found to be effective inhibitors of ER+ breast tumor growth but their utility is limited to their use as second or third line therapeutics in postmenopausal women with metastatic disease due to their broader impact on physiological ER signaling pathways in normal tissues [14,15]. Therefore, it is imperative to continue to identify critical downstream events of ER signaling in breast cancer.

Breast cancer therapy trials have also been designed to explore the effect of retinoid compounds either alone or in combination with tamoxifen [16]. In *in vitro *and pre-clinical models of breast cancer using MCF-7 cell xenografts, *all-trans*- retinoic acid (ATRA) alone or in combination with tamoxifen induced cell cycle arrest and apoptosis, leading to tumor regression through activation of multiple signal transduction pathways [17-19]. Synergistic anti-tumor effects have been noted *in vitro *for the combination of retinoid and tamoxifen and multiple molecular mechanisms for the ligand effects have been reported [20,21]. However, toxicity issues due to ATRA treatment was a challenge in patients with advanced breast cancer during phaseI/II clinical trials [22]. Fenretinide, a synthetic amide of retinoic acid, has a better toxicological profile acting on both ER+ and ER- breast tumors principally by inducing apoptosis by both retinoic acid receptor (RAR) -dependent and -independent mechanisms; this drug showed a modest chemopreventive effect only in younger premenopausal women [23].

Hormonal adjuvant therapy of breast cancer is overall tumoristatic with cell death balancing a basal level of cell proliferation [24]. From a fundamental mechanistic standpoint, for resistance to develop in the long term during either hormone depletion or tamoxifen adjuvant therapy, the latent tumors must sustain a basal level of cell cycling to enable the generation and/or progression of genetic or epigenetic changes [25] leading to resistance. It is the premise of this study that understanding the mechanisms that support the persistence of a small fraction of cells in S-phase throughout the course of hormonal adjuvant therapy in breast cancer will shed light on this critical precondition for the eventual development of resistance to the treatments. Since estrogen-independent ER signaling has been implicated in the development of resistance to adjuvant therapy, it was the goal of this study to examine the relationship between hormone-independent actions of ER and the basal cycling state of estrogen deprived breast cancer cells. Further, the ER-RAR axis has only been investigated in the context of ligand-dependent effects [26]; it was therefore of additional interest to explore a possible interplay between the apo- forms of ER and RAR and its impact on basal proliferation, that is, under conditions of hormone depletion or tamoxifen antagonism.

Estrogen-sensitive breast cancer cell lines (MCF-7, T47 D and ZR-75-1) have proven to be exceptionally reliable predictive models both *in vitro *and *in vivo *for clinical drug response and the development of clinical drug resistance in breast cancer [27-30]. We have observed that the expected basal proliferating state of hormone-depleted or tamoxifen treated breast cancer cells may be reproduced *in vitro *in established cell lines for an indefinite period by avoiding the common practice of intermittently replenishing the culture media, thus avoiding depletion of autocrine growth factors. We, therefore, used *in vitro *models to investigate the potential impact of hormone-independent actions of ER on the survival or proliferation of hormone-sensitive breast cancer cells and the related mechanisms under conditions that mimic hormonal adjuvant therapy, that is, estrogen-depletion and tamoxifen treatment.

## Materials and methods

### Chemicals and reagents

Dulbecco's minimum essential medium (DMEM), glutamine and penicillin/streptomycin/glutamine stock mix were purchased from Life Technologies, Inc. (Carlsbad, CA, USA). Fetal bovine serum (FBS) and charcoal-stripped FBS were from Invitrogen (Carlsbad, CA, USA). Fugene 6 and Dharmafect 1 were from Roche Diagnostics (Indianapolis, IN, USA) and Dharmacon (Thermo Scientific Dharmacon, Inc., Lafayette, CO, USA), respectively. ERα (J-003401-12), RARα (J-003437-07) and control (D-001810-02) small interfering RNA (siRNA) were purchased from Dharmacon (Thermo Scientific Dharmacon, Inc.). Affinity purified rabbit and mouse antibodies to human ERα (sc-543), RARα (sc-551), RARβ (sc-552), RARγ (sc-550) and glyceraldehyde-3-phosphate dehydrogenase (GAPDH; sc-47724) were from Santa Cruz Biotechnologies (Santa Cruz, CA, USA). Peroxidase-conjugated secondary antibody was from Vector Laboratories (Burlingame, CA, USA). For standard PCR, HotStart Taq Plus DNA Polymerase was used (Qiagen, Germantown, MD, USA). Reagents for real time PCR, primers and TaqMan probes were purchased from Applied Biosystems (Branchburg, NJ, USA). PI/RNase staining buffer was from BD Pharmigen (San Diego, CA, USA). The Guava Nexin Reagent was purchased from Guava Technologies (Guava Technologies, Inc., Hayward, CA, USA). The protease inhibitor cocktail kit was obtained from Pierce Biotechnology (Thermo Scientific, Rockford, IL, USA). 17β-estradiol (E_2_), 4-hydroxytamoxifen (OH-Tam), all-*trans*-Retinoic acid (ATRA) and fulvestrant were purchased from Sigma Aldrich (Saint Louis, MO USA). ATRA stock solution (5 mmol/L) was made in a mixture of 50% ethanol and 50% DMSO (Fisher Chemical, Fair Lawn, NJ, USA). First strand cDNA from human peripheral blood leukocytes (PBL), thymus and spleen were obtained from Biochain Institute (Biochain Institute Inc., Hayward, CA, USA). Total RNA from normal human breast and human breast tumors were obtained from Biochain Institute Institute and Clonetech (Clonetech Laboratories Inc., Mountain View, CA, USA).

### Cell culture and treatment with fulvestrant or ATRA

MCF-7 and T47 D (American Type Culture Collection) cells were cultured in DMEM supplemented with FBS (10%), penicillin (100 unit/ml), streptomycin (100 μg/ml) and L-glutamine (2 mM). ZR-75-1 (American Type Culture Collection) cells were cultured in RPMI 1640 supplemented with FBS (10%), penicillin (100 unit/ml), streptomycin (100 μg/ml) and L-glutamine (2 mM). Hormone depleted cells were grown in low glucose phenol-red free media supplemented with 5% charcoal-stripped FBS (v/v) and L-glutamine (2 mM) for 48 hours before the experiments. Hormone-depleted MCF-7 cells were grown to 60 to 70% confluency in six-well plates and treated with vehicle or ATRA (1 μM) for 24 hours. After 24 hours, the cells were harvested for total RNA isolation and mRNA profiling. Hormone-depleted MCF-7 cells were grown to 30 to 40% confluency in six-well plates and treated with vehicle or fulvestrant (100 nM) for up to 4 days. After 72 hours to 96 hours, the cells were harvested for isolation of total RNA and protein.

### Transfection and gene silencing

Cells were plated at 20% confluence in low glucose phenol red free medium supplemented with 5% charcoal stripped FBS and glutamine 24 hours to 48 hours prior to transfection. Treatment with vehicle (ethanol), E_2 _(1 nM) or OH-Tam (100 nM) was begun an additional 24 hours later. Cells were transfected with control siRNA, ERα siRNA or RARα siRNA (100 pmol/mL) in 24-well microplates or 25 cm^2 ^flasks using 2 μl and 12.5 μl of Dharmafect 1 (Thermo Scientific Dharmacon Inc.), respectively, according to the vendor's protocol. The cell culture medium was not replenished for the duration of the experiment. In the RARα1 rescue experiments, 2 × 10^6 ^cells were co-transfected with 2 μg of either the vector plasmid or RARα1 expression plasmid and with control siRNA or ERα siRNA by nucleofection using the Kit V Amaxa Nucleofection System (Amaxa Biosystems, Allendale, NJ, USA) according to the vendor's instructions. In the RARα1 rescue of fulvestrant- treated cells and RARα1 overexpression experiments, 2 μg RARα1 expression plasmid was introduced at a cell density of 2.5 × 10^5 ^cells per well in six-well plates using Fugene 6 according to the manufacturer's protocol.

### Cell growth assay

Cells were seeded in 24-well microplates at 20% confluence in phenol-red free media supplemented with 5% charcoal-stripped FBS (v/v) and incubated at 37°C with 5% CO_2 _for 24 h. Cells were transfected with either control siRNA or siRNA targeting ERα using Dharmafect 1. Twenty-four hours after transfection the media was replaced with fresh phenol-red free media supplemented with 5% charcoal-stripped FBS (v/v) and the cells were treated with vehicle (ethanol), E_2 _(1 nM) or OH-Tam (100 nM) for the following five days; the culture media was not changed during this period but E_2 _and OH-Tam were replenished every 48 h. Viable cell counts were monitored using the trypan blue dye exclusion assay at intervals of 24 h.

### Cell cycle analysis

Cells were trypsinized and harvested in phenol red free medium supplemented with charcoal stripped FBS. Cells (1 × 10^6^) were washed and resuspended in 500 μl PBS. The cells were fixed by adding 500 μl 100% ice cold ethanol, drop-wise with agitation and incubated on ice for 20 minutes. The cells were sedimented by brief centrifugation at 200 xg for five minutes and the excess ethanol decanted. After the remaining ethanol was dried off, the cells were resuspended in 500 μl of PI/RNase solution. The cells were incubated in the dark at room temperature for 20 minutes and the cell cycle distribution determined by flow cytometric analysis using a FACSCalibur cell analyzer (BD Biosciences, San Jose, CA, USA). The data were acquired with BD CellQuest Pro software and analyzed using ModFit LT software.

### Apoptosis assay

Early stage apoptosis of cells was measured by Guava Nexin analysis using the Guava Nexin Reagent staining kit according to the manufacturer's instructions. Briefly, 8 × 10^4 ^cells were incubated for 20 minutes at room temperature with the Guava Nexin Reagent and 2,000 cells per sample were analyzed using the Guava System.

### Western blot

Cells were harvested by trypsinization, lysed in a high salt-detergent buffer (400 nM NaCl; 10 nM Tris, pH 8.0; 1 mM EDTA; 1 mM EGTA; β-mercaptoethanol; and 0.1% Triton x-100) containing a protease inhibitor cocktail kit and incubated on ice for 30 minutes. Cell lysates were heated to 95°C for five minutes. Protein samples (10 to 20 μg) were resolved by electrophoresis on 8% sodium dodecylsulfate-polyacrylamide gels and electrophoretically transferred to PVDF membranes (Millipore Corporation, Bedford, MA, USA). The blots were probed with the appropriate primary antibody and the appropriate horseradish peroxidase conjugated secondary antibody and the protein bands visualized using enhanced chemiluminescence as described [31]. The chemiluminescent signals were quantified using the FluorChem HD2 imaging system (Alpha Innotech/Cell Biosciences, Inc., Santa Clara, CA, USA) and normalized to GAPDH.

### RNA isolation, reverse transcription PCR and Real time PCR

Total RNA from cells was isolated using the RNeasy mini kit (Qiagen, Georgetown, MD, USA). Reverse transcription PCR reactions were performed using 500 ng of total RNA and the high capacity complementary DNA Archive kit (Applied Biosystems) according to the vendor's protocol. cDNAs of RARα1 and RARα2 were amplified by competitive PCR. The upstream and downstream primers used for amplification of RARα1 and RARα2 were as follows: RARα1, 5'-GCCAGGCGCTCTGACCACTC-3' and 5'-AGCCCTTGCAGCCCTCACAG-3'; RARα2, 5'-ACTCCGCTTTGGAATGGCTCAAAC-3' and 5'-AGCCCTTGCAGCCCTCACAG-3'. The cDNA for the house keeping gene glyceraldehyde-3- phosphate dehydrogenase (GAPDH) was amplified and the primer sequences used were as follows: 5'-TGGTCACCAGGGCTGCTTTT-3' and 5'-GGTGAAGACGCCAGTGGACT-3'. The cycling parameters were: 95°C for 15 minutes; 94°C for 30 sec; 60°C for 30 sec; 72°C for 30 sec and 72°C for 10 minutes. RARα1 and RARα2 cDNAs were amplified in the same reaction, yielding products of 222 bp and 182 bp, respectively. PCR products were separated in ethidium bromide-stained 2% agarose gels by electrophoresis. cDNA was also measured by quantitative real time PCR in the 7500 StepOne Plus Real time PCR System (Applied Biosystems). Primers and TaqMan probes for the human ERα, CCNA, CDKN1, ERBB2, ERBB3, MUC20, LYPD1, RARα and GAPDH genes were obtained from the Applied Biosystems inventory. All samples were measured in triplicate and normalized to GAPDH values.

### mRNA profiling

The Affymetrix chips were purchased from Affymetrix (Santa Clara, CA, USA) DNA microarray analysis using Affymetrix was performed as a full service global gene expression study at the transcriptional profiling core facility of the Cancer Institute of New Jersey. Total RNA samples were used to generate labeled cRNAs, which were hybridized to human U133 Plus2.0 Affymetrix microarrays. The expression data were analysed initially using Affymetrix GeneChip Operating Software to create CEL files. The CEL files were imported into the Bioconductor program affylmGUI [32]. The probe set level intensities were quantified and normalized using robust multiarray averaging and quantile normalization. Differential expression between treatments was determined using the limma linear modeling method, and the significance of differences was ranked by the moderated *t*-statistic. The values for signal intensities were corrected for siRNA transfection efficiencies determined using a Green Fluorescent Protein (GFP) reporter expression plasmid. To identify genes differentially expressed under the different treatments, the fold-changes were calculated by dividing the average signal of the treatment by the control, and genes with a fold-change greater or lesser than a given threshold were chosen. The advantage of this approach is that rejection of many false negatives is avoided, compared to requiring a statistically significant difference in expression, but has the potential drawback of including false positives. 

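CDKN3, a phosphatase that acts on cyclin-dependent kinases and is listed in Table 1, fell with ER siRNA, from a signal of 779.6 ± 3.75 (SD, n = 2 arrays) with control siRNA to 414.8 ± 13.4 (SD, n = 2). HLA-B, a heavy chain of the MHC class I molecule listed in Table 2, rose with ER siRNA from 3362 ± 273 (SD, n = 2) to 4980 ± 91.1 (SD, n = 2). Of the 53 genes of Table 1, 48 could be matched to a probe set with 1 gene symbol. With the probe set of each gene that had the lowest product of both folds, which favours a fall, 28 of them were lower with an unadjusted p under 0.05 from limma in both knockdowns, 30 with ER siRNA and 34 with RARα siRNA. With the brightest probe set of each gene, as in all adjusted counts, these were 25, 30 and 28. After adjustment over the 19777 genes tested, CDKN3 and LGALS1, which encodes the secreted lectin galectin-1, passed with ER siRNA and 0 genes passed with RARα siRNA. When adjusted over the list alone, 27 Table 1 genes were lower with ER siRNA, 24 with RARα siRNA and 21 with both, and 1 was higher in each. Of the 68 genes of Table 2, 63 could be matched, and with the probe set of the highest product 36 were higher with an unadjusted p under 0.05 in both knockdowns, 46 with ER siRNA and 39 with RARα siRNA. With the brightest probe set these were 30, 34 and 34. The cystine transporter gene SLC7A11, the cell adhesion genes CEACAM5 and CEACAM6, and HLA-B passed the adjustment over all genes with ER siRNA, and 0 genes passed it with RARα siRNA. When adjusted over the list alone, 29 Table 2 genes were higher with ER siRNA, 34 with RARα siRNA and 28 with both. Both tables were chosen on these arrays, so that these counts are not independent evidence of their direction. HLA-B lost its call without any 1 of the 12 arrays, and CDKN3, LGALS1, SLC7A11, CEACAM5 and CEACAM6 lost theirs in some of these runs. The calls of CDKN3 and SLC7A11 were also lost with the second control arrays exchanged between the experiments. The count for Table 2 was 20 when the second control array of each experiment was exchanged with that of the other.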

When we limited the genes in Tables 1 and 2 to those showing significant differential expression at the *P *= 0.05 level by the linear modeling method, 25/54 genes in Table 1 and 24/68 genes in Table 2 were retained. In the reduced sets of genes, similar percentages of genes showed RARα peaks as in the larger gene set, confirming the generality of our result. The Affymetrix data are deposited in GEO (Accession number: [GEO:GSE26298]).

**Table 1:** Tamoxifen Insensitive genes supported by the Apo-ER -> Apo-RARα Axis

Gene	ATRA effect	RAR^a ^binding <10 kb	Fold change siER	Fold change siRARα1	Gene	ATRA effect	RAR^a ^binding <10 kb	Fold change siER	Fold change siRARα1
*LGALS1*	↓	-	0.31	0.46	CASC5	-	-	0.47	0.51
*METTL7A*	↓	-	0.37	0.53	BIRC5	-	-	0.53	0.48
*CDKN3*	↓	-	0.44	0.60	PTTG1	-	-	0.57	0.54
*XK*	↓	-	0.46	0.54	PLK4	-	-	0.56	0.49
*GHR*	↓	-	0.41	0.57	CENPA	-	-	0.58	0.56
*YPEL1*	↓	-	0.58	0.54	TMSB15A	-	-	0.42	0.41
*SHANK2*	↑	**++**	0.58	0.57	C5	-	-	0.38	0.48
*ENY2*	-	**++**	0.54	0.45	CDC2	-	-	0.56	0.59
*ONECUT2*	-	**++**	0.50	0.58	CCNA2	-	-	0.59	0.52
*HIST1H4C*	-	**++**	0.21	0.31	LOC150759	-	-	0.49	0.59
*NCAPH*	-	**++**	0.47	0.53	NCAPG	-	-	0.50	0.51
*CENPN*	-	**++**	0.56	0.55	CENPM	-	-	0.57	0.50
*UBE2T*	-	**++**	0.53	0.60	FAM64A	-	-	0.55	0.58
*PHF19*	-	**++**	0.50	0.50	MND1	-	-	0.51	0.55
*ZNF367*	-	**++**	0.52	0.51	FGFR1	-	-	0.56	0.53
*SNORA72*	-	**++**	0.43	0.58	HELLS	-	-	0.58	0.55
*KIF23*	-	**+**	0.58	0.56	TNFAIP8L1	-	-	0.47	0.55
*ENAH*	-	**+**	0.54	0.50	OVOS2	-	-	0.40	0.58
*MAD2L1*	-	**+**	0.40	0.55	ZNF141	-	-	0.55	0.52
*SMC4*	-	**+**	0.54	0.60	LOC100129673	-	-	0.39	0.48
*SEC31A*	-	**+**	0.55	0.57	ASPM	-	-	0.45	0.45
*SFPQ*	-	**+**	0.60	0.49	EPHX4	-	-	0.51	0.55
*CENPF*	-	**+**	0.51	0.58	HNRPD	-	-	0.36	0.55
*COBL*	-	-	0.54	0.52	ARPC5L	-	-	0.59	0.52
*PBK*	-	-	0.56	0.56	RGS3	-	-	0.57	0.45
*MLF1IP*	-	-	0.44	0.58	SIPA1L1	-	-	0.55	0.58
*SAMHD1*	-	-	0.60	0.53					

**^a ^**RAR binding site identified within 10 kb of the transcription start site (Hua *et al*., 2009).

**++ **RAR binding site detected under high stringency (Hua *et al*., 2009).

+ RAR binding site detected under low stringency (Hua *et al*., 2009).

↑ Up-regulated by ATRA (1 μM, 24 h) ≥2-fold.

↓ Down-regulated by ATRA (1 μM, 24 h) ≤50%.

Abbreviations: ER, estrogen receptor; RAR, retinoic acid receptor; ATRA, *all *trans-retinoic acid; si, small interfering RNA.

**Table 2:** Tamoxifen Insensitive genes Repressed by the Apo-ER -> Apo-RARα Axis

Gene	ATRA effect	RAR ^a ^binding <10 kb	Fold change siER	Fold change siRARα1	Gene	ATRA effect	RAR ^a ^binding <10 kb	Fold change siER	Fold change siRARα1
*IFI44L*	↓	**+**	1.69	2.22	*UBL3*	-	**++**	1.61	1.58
*IFI44*	↓	-	2.09	2.28	*SLC7A11*	-	**++**	1.71	2.03
*CCPG1*	↓	-	1.67	1.56	*KIAA0652*	-	**++**	1.57	1.63
*SLC25A36*	↓	-	1.66	1.73	*PHLDB1*	-	**++**	1.64	1.55
*SETD5*	↓	**++**	1.52	2.11	*CCNT2*	-	-	1.53	1.63
*MALL*	↓	-	1.67	1.81	*STX3*	-	-	1.52	1.59
*LYPD1*	↓	-	1.66	1.59	*CLN8*	-	-	1.71	1.72
*FAM186A*	↓	-	1.64	1.75	*UBXN10*	-	-	1.73	1.64
*GPR158*	↓	-	1.81	1.54	*PVR*	-	-	1.63	2.39
*CDKN1A*	↓	-	1.70	1.51	*TNFRSF10A*	-	-	1.54	1.62
*CEACAM6*	↑	**+**	2.35	1.63	*FLJ31958*	-	-	1.71	1.52
*LGALS3BP*	↑	-	1.98	1.92	*C18orf25*	-	-	1.50	1.61
*CTSS*	↑	-	1.50	1.86	*TAPBP*	-	-	1.62	1.51
*SELL*	↑	-	1.75	1.71	*ADAM17*	-	-	1.58	1.63
*SHROOM1*	↑	-	1.68	1.59	*HCP5*	-	-	1.59	2.52
*CP*	↑	**++**	1.71	1.75	*DISC1*	-	-	1.80	1.74
*ABHD2*	↑	**++**	1.56	1.57	*SP100*	-	-	1.77	1.61
*ABLIM1*	↑	**++**	1.56	1.55	*AASS*	-	-	1.53	2.17
*ALOX5*	↑	-	1.72	2.09	*HLA-G*	-	-	1.50	2.33
*HLA-C*	↑	-	1.51	2.51	*HLA-B*	-	-	1.61	2.08
*MAP1B*	↑	-	2.12	1.51	*RSAD2*	-	-	1.84	3.19
*ARHGAP1*	↑	-	1.58	1.55	*SGSM3*	-	-	1.72	1.50
*SP110*	↑	-	1.58	1.63	*HLA-J*	-	-	1.52	2.04
*RTP4*	↑	-	1.60	1.81	*SESN1*	-	-	1.53	1.60
*MUC20*	↑	-	1.75	1.91	*ANO10*	-	-	1.51	1.64
*RNF38*	-	**+**	1.80	1.69	*SAMD9*	-	-	1.68	1.56
*C9orf80*	-	**+**	1.64	1.53	*FLJ13197*	-	-	1.68	1.57
*CEACAM5*	-	-	2.35	1.70	*PGLS*	-	-	1.54	1.81
*CNOT4*	-	-	1.79	1.92	*LMO3*	-	-	1.61	1.58
*PLXNA2*	-	-	1.65	1.86	*DNAJC21*	-	-	1.68	1.61
*TTC9*	-	-	1.76	1.51	*SETD2*	-	-	1.52	2.11
*EIF5A2*	-	-	1.90	1.67	*ZNF24*	-	-	2.10	1.68
*FLCN*	-	**++**	1.51	1.53	*TTLL11*	-	-	1.72	1.51
*BAZ2A*	-	**++**	1.53	1.58	*ZNF544*	-	-	1.58	1.71

**^a ^**RAR binding site identified within 10 kb of the transcription start site (Hua *et al*., 2009).

**++ **RAR binding site detected under high stringency (Hua *et al*., 2009).

+ RAR binding site detected under low stringency (Hua *et al*., 2009).

↑ Up-regulated by ATRA (1 μM, 24 h) ≥2-fold.

↓ Down-regulated by ATRA (1 μM, 24 h) ≤50%.

Abbreviations: ER, estrogen receptor; RAR, retinoic acid receptor; ATRA, *all *trans-retinoic acid; si, small interfering RNA.

### Statistical analyses

Experimental values are presented as mean ± standard deviation (s.d.). The statistical significance of differences (*P*-value) between values being compared was determined using analysis of variance. In all cases, the differences noted in the text are reflected by a *P*-value of <0.001.

## Results

### In estrogen-sensitive MCF-7 cells basal proliferation is supported by ER in the absence of hormone

In the following studies, in experiments in which MCF-7 cells were depleted of hormone, the virtual absence of hormone was confirmed in two ways. First, the effect of OH-Tam on the expression of the classical E_2 _target gene, EGR3 (Early Growth Response 3 gene) was examined as a functional test. The expression of EGR3 mRNA is exquisitely sensitive to upregulation by E_2, _in a manner that is completely antagonized by OH-Tam. In the hormone depleted cells, the inability of OH-Tam to further decrease EGR3 mRNA indicated the virtual absence of hormone (Figure 1A). Second, the effect of E_2 _on the relative phosphorylation level at ser^118 ^of ER was examined. The binding of E_2 _strongly induces phosphorylation of ER at this site [33]. The absence of hormone was further confirmed by the observation of much lower phosphorylation at ser^118 ^of ER in the hormone depleted cells, when compared with control cells treated with E_2 _(Figure 1B).

**Figure 1:**
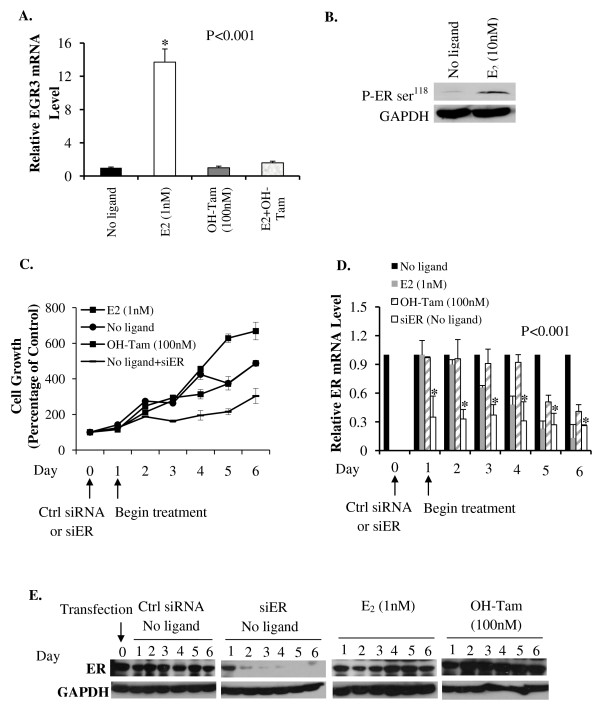
**Hormone-independent effects of ER on the proliferation of hormone-sensitive MCF-7 cells**. In all the experiments, MCF-7 cells were first cultivated in phenol red free DMEM containing 5% charcoal-stripped FBS for 48 hours to deplete hormone. EGR3 mRNA levels in the cells were measured by real time RT-PCR after a brief (8 h) treatment with vehicle (No ligand), E_2 _(1 nM) or OH-Tam (100 nM) **(A)**. Cells were also treated with vehicle (No ligand) or E_2 _(10 nM) for 30 minutes and ligand-dependent activation of ER was analyzed by western blot using a specific antibody to detect phosphorylation at ser^118 ^of ER; GAPDH was probed as a loading control **(B)**. Hormone-depleted MCF-7 cells were transfected with either ER siRNA or control siRNA and maintained in hormone-depleted conditioned media without further replenishment of the media. Twenty-four hours after transfection, cells were treated with vehicle (No ligand), E_2 _(1 nM) or OH-Tam (100 nM); the treatments were repeated every 48 hours without changing the media. Following the treatment, viable cells were counted daily for six days by the Trypan Blue dye exclusion assay **(C)**. In parallel, cells were harvested on each day of the treatments and total RNA extracted from them; the mRNA for ER was measured by real time RT-PCR and the values were normalized to those for GAPDH **(D)**. In addition, cells were harvested in parallel on each day of the treatments for western blot analysis using antibody to ER; GAPDH was probed in each blot as a loading control **(E)**. *P*-values for the differences noted in the text were ≤0.001.

When hormone depleted MCF-7 cells were seeded at a low confluency (<20 percent) and grown, in the absence of hormone and without replenishing the medium, they continued to proliferate and the proliferation was not inhibited by OH-Tam; we will call this 'basal' proliferation. Under these conditions, we have monitored basal proliferation in MCF-7 cells for more than three months of continuous culture. Treatment with E_2 _stimulated the cell growth demonstrating that the cells were hormone-sensitive (Figure 1C). The basal proliferation was diminished by knocking down ER (Figure 1C). The expression level of ER mRNA (Figure 1D) progressively decreased with ligand (E_2 _or OH-Tam) treatment but the ER protein level (Figure 1E) was stabilized by the ligands during the treatment period; however, ER siRNA specifically and substantially down-regulated ER mRNA (within 24 h) and ER protein (within 48 h) (Figure 1D and 1E). The results demonstrate a profound role for apo-ER in supporting basal proliferation in hormone-sensitive MCF-7 cells.

### Apo-ER supports MCF-7 cell proliferation by promoting cell cycle progression

The net proliferation rate of MCF-7 cells under various conditions indicated in Figure 1 may be determined by changes in the rates of cell cycling as well as the rates of cell death. Figure 2A illustrates that during basal proliferation approximately 20% of the cells were in S-phase. Whereas E_2 _roughly doubled the proportion of S-phase cells, OH-Tam (100 nM) did not appreciably alter the basal cell cycle distribution (Figure 2A). However, knocking down ER in the hormone-depleted cells decreased the S-phase cells by approximately 50% (Figure 2A); the S-phase inhibition was accompanied by an increase in the proportion of cells in G1 phase indicating that the ER knockdown inhibited cell proliferation by inducing cell cycle arrest.

**Figure 2:**
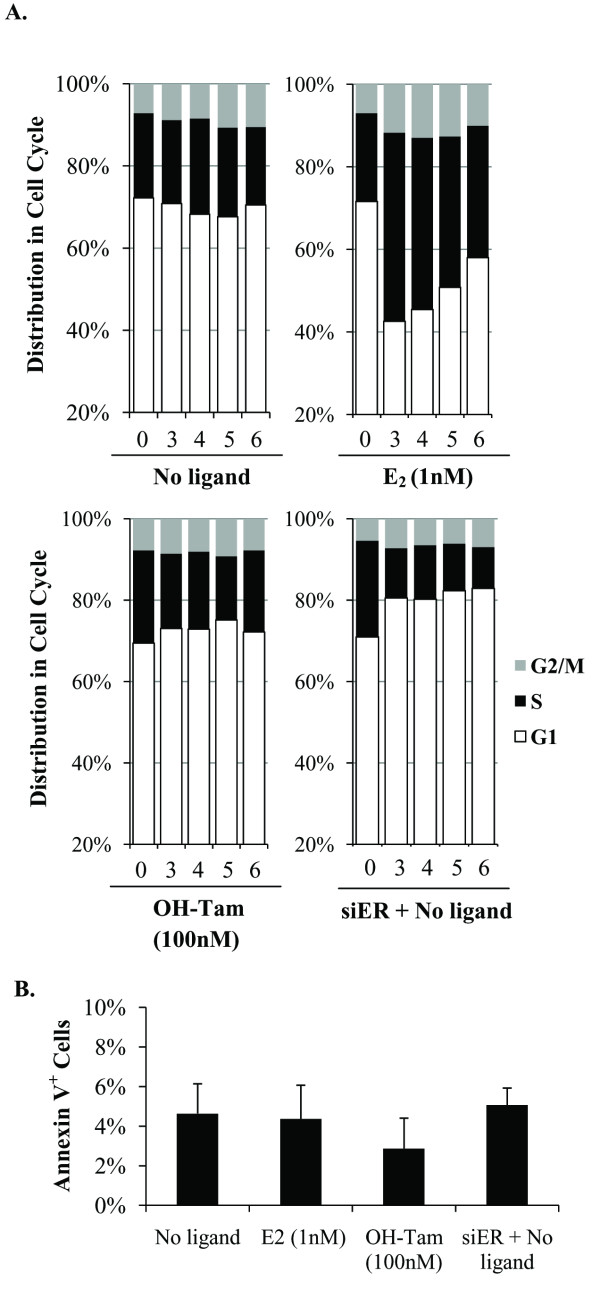
**Hormone-independent effects of ER on cell cycle phase distribution in hormone-sensitive MCF-7 cells**. Hormone-depleted MCF-7 cells were transfected with either ER siRNA or control siRNA and maintained in hormone-depleted conditioned media without further replenishment of the media. Twenty-four hours after transfection, cells were treated with vehicle (No ligand), E_2 _(1 nM) or OH-Tam (100 nM); the treatments were repeated every 48 hours without changing the media. **(A) **On the indicated days, the cells as treated above were harvested for flow cytometry analysis to determine their cell cycle phase distribution. **(B) **On Day 4 of the above treatment, cells were harvested to measure the proportion of apoptotic cells by Annexin V staining. *P*-values for the differences noted in the text were ≤0.001.

As an alternative method of depleting ER, the hormone depleted MCF-7 cells were treated with fulvestrant, a well established SERD, which causes proteolytic degradation of ER. As expected, fulvestrant treatment resulted in a substantial decrease in ER protein (Figure 3B), without affecting the level of ER mRNA (Figure 3A). Similar to knocking down ER with siRNA, treatment with fulvestrant caused cell cycle arrest (Figure 3C), providing complementary evidence for the role of apo-ER in supporting cell cycling in hormone depleted MCF-7 cells.

**Figure 3:**
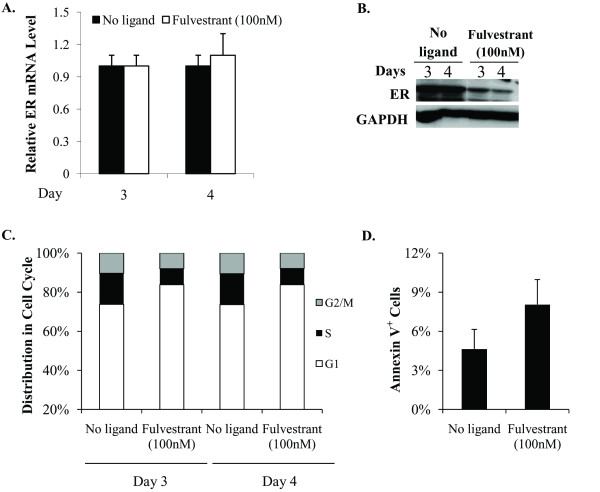
**Effect of fulvestrant on cell cycle phase distribution in hormone-depleted MCF-7 cells**. Hormone-depleted MCF-7 cells were treated with vehicle control or fulvestrant (100 nM) and maintained in hormone-depleted conditioned media without further replenishment of the media. The treatments were repeated every 48 hours for up to five days. **(A) **Cells were harvested after three and four days of treatment as described above and total RNA extracted from them. The mRNA for ER was measured by real time RT-PCR and the values were normalized to those for GAPDH. **(B) **Cells were harvested after three and four days of treatment as described above for western blot analysis using antibody to ER. GAPDH was probed as a loading control. **(C) **The cells treated as above were harvested on days 3 and 4 for flow cytometry analysis to determine their cell cycle phase distribution. (D) On Day 4 of the above treatment, cells were harvested to measure the proportion of apoptotic cells by Annexin V staining. *P*-values for the differences noted in the text were ≤0.001.

In contrast to cell cycle distribution the rate of apoptosis, measured by staining the cells for Annexin V did not show a significant change due to ligand treatment or knocking down ER compared to hormone depletion (Figure 2B). Fulvestrant treatment modestly increased the proportion of Annexin V positive cells (from 4.6% to 8%) (Figure 3D). Therefore, the principal mechanism by which ER supports basal proliferation of hormone-sensitive MCF-7 cells is by promoting cell cycle progression.

### Apo-ER supports basal cycling of MCF-7 cells through regulation of apo-RARα

Among the list of genes whose expression decreased significantly upon knocking down ER in MCF-7 cells depleted of hormone (Additional files 1, 2, 3, 4 and 5), we observed a decrease in RARα. 

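ESR1, which encodes ER and is the target of the ER siRNA, was measured on 2 arrays per group, by the brightest of its probe sets. Its signal was 2326 and 2396 with control siRNA and 316.4 and 352 with ER siRNA, so that ESR1 mRNA fell by 2.79 on the log2 scale (standard error 0.096, 95% confidence interval -3.01 to -2.57, adjusted p = 1.67e-05 from limma). In the same experiment the signal of ESR1 was 1770 and 1711 with 100 nM OH-Tam, and 1893 and 1866 with 500 nM OH-Tam. In the RARα experiment it was 2658 and 2469 with control siRNA and 2784 and 2945 with RARα siRNA. RARA, which encodes RARα and is the target of the RARα siRNA, was measured likewise. Its signal was 123.8 ± 0.778 (SD, n = 2) with the control siRNA of the RARα experiment and 57.8 ± 1.7 (SD, n = 2) with RARα siRNA, with 56.6 and 59 on the single arrays. The log2 change of RARA with RARα siRNA was -0.93 (standard error 0.107, 95% confidence interval -1.17 to -0.68, adjusted p = 0.0776 from limma).

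With ER siRNA the signal of RARA was 121.6 and 127.4, against 140.8 and 127.4 with control siRNA. Its log2 change was -0.08 (standard error 0.107, 95% confidence interval -0.33 to 0.16, adjusted p = 0.816), a fold change of 0.945 that was not larger than the spread between arrays. The signal of RARA was 153.5 and 159.5 with 100 nM OH-Tam, and 163.5 and 138.4 with 500 nM OH-Tam. A dimmer RARA probe set had a signal of 32.7 and 25.1 with control siRNA and of 9.7 and 3.6 with ER siRNA, a log2 change of -0.93 (standard error 0.298, unadjusted p = 0.0123 from limma). The same probe set had signals of 9.1 and 15.3 with 100 nM OH-Tam, and of 11.4 and 4.3 with 500 nM. Its log2 changes there were -0.58 and -0.94 (unadjusted p = 0.0832 and 0.0121 from limma), so that its fall was not particular to ER siRNA. With RARα siRNA it had a log2 change of 0.06, at signals of 4.2 and 22 against 10.1 and 9.4 with control siRNA. The change of RARA with RARα siRNA passed the threshold when dim genes were left out (adjusted p = 0.0138), when the 4 control arrays were pooled (adjusted p = 0.0257), with an intensity trend in limma (adjusted p = 0.00405) and with 64 in place of 16 added before the logarithm (adjusted p = 0.00996). The change of ESR1 with ER siRNA was -0.41 (adjusted p = 0.227) when all ESR1 probe sets were averaged, of which all but the brightest were dim and 3 had log2 changes of 0.10, 0.16 and 0.23.

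**Figure D1:**
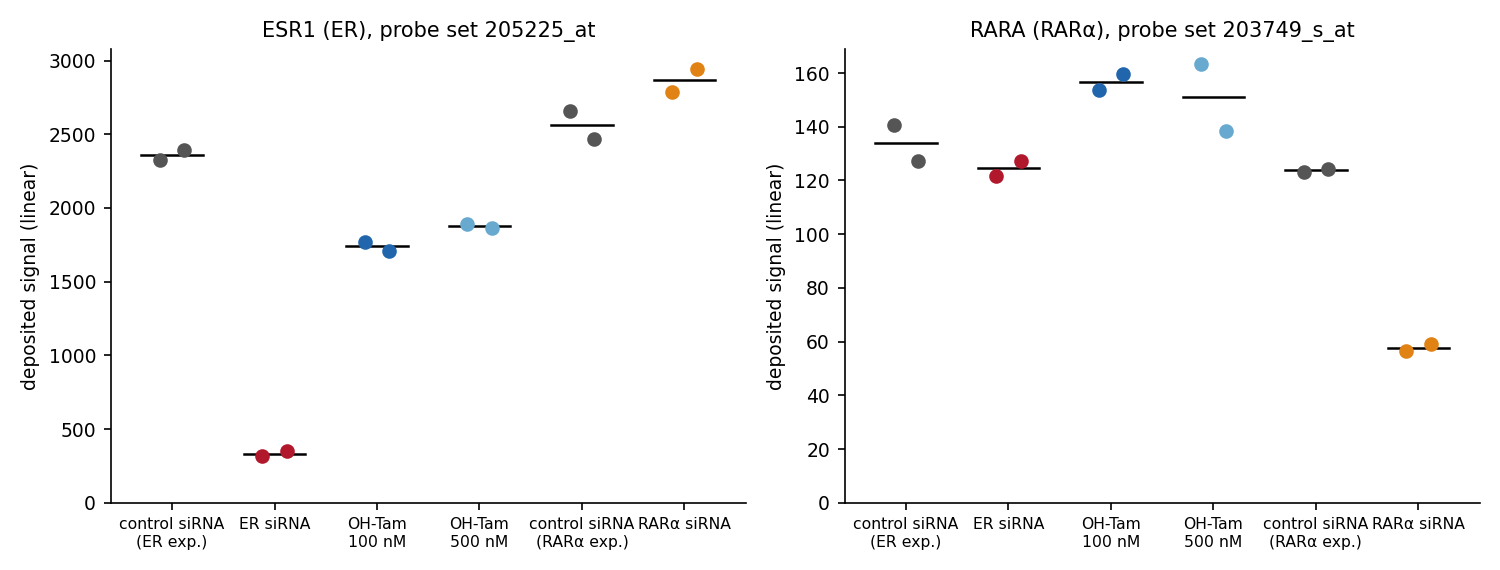
Deposited linear signal of ESR1 (left) and RARA (right) on the vertical axis, with 1 point per array and 2 arrays in each of the 6 groups on the horizontal axis. ESR1 lies at 316.4 and 352 with ER siRNA and at 1711 or more on the other 10 arrays, and RARA lies at 56.6 and 59 with RARα siRNA and at 121.6 or more on the others.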

Since the actions of antiestrogens and retinoids on breast cancer cells are profoundly regulated by an ER-RAR axis, it was of interest to examine a possible functional relationship between the two receptors in the absence of ligand in the context of basal cycling of ER+ breast cancer cells. In hormone depleted MCF-7 cells, knocking down ER decreased the level of RARα mRNA by about 40% and to a greater extent the RARα protein (Figure 4A). However, the basal ER level was unaltered by knocking down RARα (Figure 4A). Knocking down either ER or RARα did not significantly alter the expression of RARs -β and -γ (Figure 4B). The results indicate that apo-RARα is specifically regulated by apo-ER but not vice versa.

**Figure 4:**
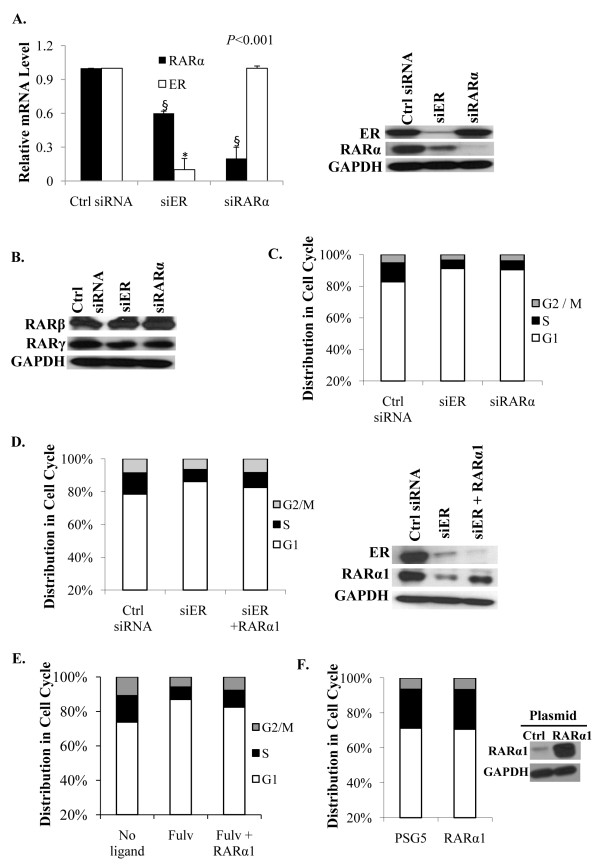
**Role of RARα in mediating the hormone-independent effect of ER on basal level cell cycling**. **(A) **Effect of knocking down either ER or RARα on the mRNA levels (left panel) and protein levels (right panel) of ER and RARα. Cells were transfected with control siRNA, ER siRNA or RARα siRNA and four days later the cells were harvested to extract total RNA for the measurement of ER and RARα mRNA by real time RT-PCR; the values were normalized those for GAPDH (control). The cells were also harvested four days after transfection for western blot analysis using antibody to either ER or RARα; the blots were probed for GAPDH as a loading control. **(B) **The cells were transfected as described for Panel A and the cell lysates were probed by western blot using antibodies specific for RARβ and RARγ; GAPDH was probed as a loading control. **(C) **Cells transfected as described in Panel A with control siRNA, ER siRNA and RARα siRNA were analysed by flow cytometry for cell cycle phase distribution. **(D) **RARα1 expression plasmid and siRNA against ER were co-transfected into hormone-depleted MCF-7 cells by nucleofection. As controls, cells were co-transfected with either control siRNA or ER siRNA and the vector plasmid. Cells were harvested three days after transfection and the cell cycle phase distribution determined by flow cytometry (left panel). The cells were also harvested at the same time for western blot analysis of the lysates using antibody to ER and RARα (right panel); GAPDH was probed as a loading control. **(E) **RARα1 expression plasmid or control vector plasmid was transfected into hormone-depleted MCF-7 cells using Fugene 6. The cells were treated with fulvestrant (100 nM) or vehicle and harvested after 72 h. The cell cycle phase distribution was determined by flow cytometry. **(F) **The cells were transfected as described in Panel E and harvested 96 hours after transfection. The cell cycle phase distribution was determined by flow cytometry (left panel) and the cell lysates were probed by Western blot using antibody specific for RARα (right panel); GAPDH was probed as a loading control.

Similar to knocking down ER, knocking down RARα in hormone-depleted MCF-7 cells decreased the fraction of S-phase cells (Figure 4C). To test whether the effect of knocking down ER on the basal cycling of MCF-7 cells could be mediated by apo-RARα, the latter protein was introduced ectopically at the time of knocking down ER by co-transfecting an RARα isoform1 expression plasmid (Figure 4D). Restoring RARα at a level approaching the original basal level of the protein partially rescued cell cycling (Figure 4D). Similarly, RARα also partially rescued basal cell cycling in MCF-7 cells treated with fulvestrant (Figure 4E). On the other hand, overexpression of RARα1 had no impact on the cell cycle distribution, indicating that the endogenous level of RARα1 is optimal for supporting the basal level of cell cycling (Figure 4F). Taken together, the above results demonstrate that the ability of apo-ER to support basal cell proliferation is mediated to a large extent by its ability to support the expression of the basal level of apo-RARα.

### Apo-ER and apo-RARα support cell cycle in MCF-7 cells without selectivity with respect to ErbB2 and ErbB3 status

Since the MCF-7 cell line comprises a heterogeneous population of cells, and since ErbB2 and ErbB3 overexpression is associated with resistance to hormonal adjuvants it was of interest to test whether the ErbB2 and ErbB3 status of the cells was related to the dependence of basal cell cycling of MCF-7 cells on apo-ER or apo-RARα. As expected, treating hormone depleted MCF-7 cells with E_2 _inhibited ErbB2 and ErbB3 mRNA expression (Figure 5). Following knockdown of either ER or RARα, there was not a significant change in the mRNA levels of ErbB2 and ErbB3 compared to the hormone depleted control cells (Figure 5). Thus, the regulation of cell cycling of MCF-7 cells by apo-ER or apo-RARα did not show an obvious selectivity for a subpopulation of cells distinguishable by their ErbB2 or ErbB3 status.

**Figure 5:**
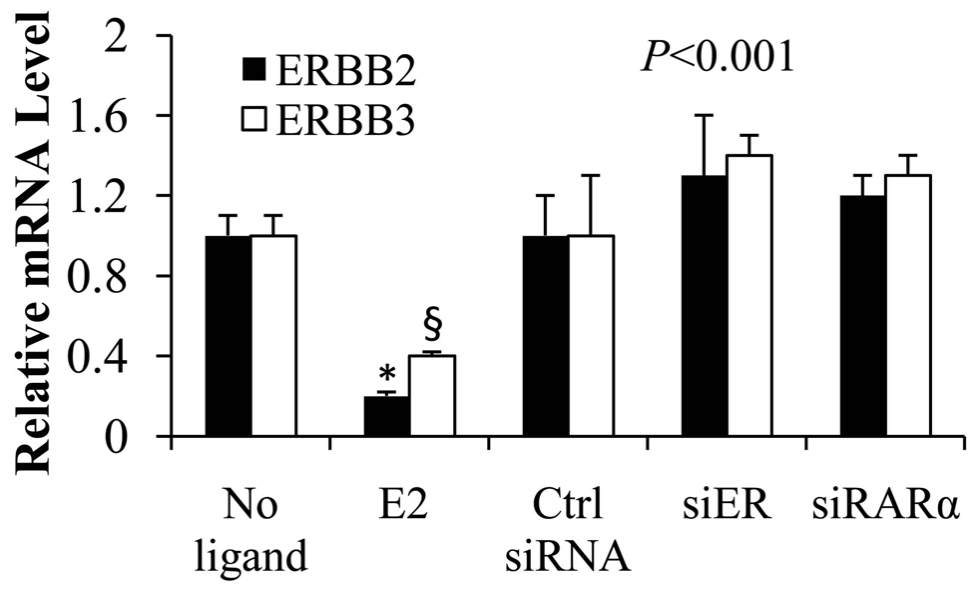
**ERBB2 and ERBB3 mRNA levels following depletion of apo-ER or apo-RARα1 in MCF-7 cells**. Cells were treated with vehicle, E2 (1 nM) or transfected with control siRNA, ER siRNA or RARα siRNA. Ninety-six days later the cells were harvested to extract total RNA for the measurement of ERBB2 and ERBB3 by real time RT-PCR. Values are normalized to the GAPDH values. *P*-values for the differences noted in the text were ≤0.001.

### MCF-7 cells and several clinical breast tumors express isoform 1 of RARα

Given the significant differences in structure and regulation between the two RARα isoforms [34] it was of interest to determine whether only one or both isoforms were relevant in the regulation of RARα by apo-ER in breast cancer cells. cDNA prepared from the total RNA of MCF-7 cells as well as five breast tumors and normal human tissue controls (breast, spleen, thymus and peripheral blood leukocytes) were analyzed for RARα isoform expression by PCR. As seen in Figure 6, whereas both RARα1 and RARα2 were expressed in spleen, thymus and peripheral blood leukocytes, normal breast and MCF-7 cells as well as four of the five breast tumors expressed virtually exclusively RARα1 (Figure 6). The observations made in the limited number of clinical tumors need to be extended to a larger number of samples; nevertheless, the observation is consistent with previous evidence [35] for epigenetic silencing of RARα2 expression in MCF-7 cells and, together with the preceding observation that RARα1 rescued basal cell cycling in the ER knockdown cells, indicates that RARα1 is the relevant receptor isoform in the current study of breast tumor cells.

**Figure 6:**
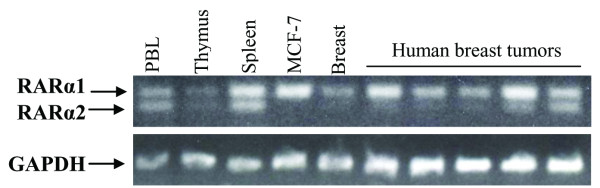
**Identification of major RARα isoforms in various normal tissues and in breast cancer**. Total RNA was extracted from MCF-7 cells, five human breast tumors and normal tissue controls (peripheral blood leukocytes, thymus, spleen and breast) and reverse transcribed into cDNA by RT-PCR. The cDNA fragments were amplified by competitive PCR using forward primers specifically against RARα1 and RARα2 and a common reverse primer. The PCR products were identified by electrophoresis on a 2% agarose gel by ethedium bromide staining. The cDNA for GAPDH was amplified in each sample as an internal control.

### Apo-RARα1 mediates regulation by apo-ER of tamoxifen-insensitive gene complements principally engaged in the cell division cycle

In contrast to the effect of knocking down ER, the basal level of RARα1 did not appreciably decrease due to tamoxifen treatment (Figure 7A); the basal levels of RARs -β and -γ also only decreased by a relatively small extent due to tamoxifen treatment (Figure 7A). 

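MCF-7, an established ER-positive breast cancer cell line, was profiled in hormone-depleted medium on 12 Affymetrix HG-U133 Plus 2.0 arrays, an oligonucleotide array with 54675 probe sets. The ER experiment had 2 arrays each with control siRNA, ER siRNA, 100 nM OH-Tam and 500 nM OH-Tam, the OH-Tam cells having been transfected with control siRNA, and the RARα experiment had 2 arrays each with control siRNA and RARα siRNA. The paper gives the siRNA as 100 pmol/ml, while the sample labels give 2.5 pmol per well or 31.25 pmol per flask. The mRNA of the knockdown arrays was extracted 72 hours after transfection. The first control array of each experiment was assigned from Additional files 1 to 5, and the second from its array code. With this assignment the paper's folds were a nearly constant multiple of folds of the linear mean signals, for most table genes with 1 matched probe set. That argues for the assignment. The deposited values are linear signal intensities that the authors had scaled so that the 2% trimmed mean of each array was 150.021 or 150.022. The files did not include the robust multiarray averaging of the Methods, and the correction for transfection efficiency was not repeated, since the paper's text gives no efficiency. Here, 16 was added to each signal before the log2 transformation and the arrays were quantile normalized, which understates the change of dim genes. Each of 19777 genes was represented by the probe set with the highest mean. Genes were compared with limma over all 12 arrays, with 6 residual degrees of freedom and Benjamini-Hochberg adjustment, and a change was called at an adjusted p under 0.05. The gene lists, the rule for the genes named and most of the alternative settings were fixed before the data were examined. The paper's Tables 1 and 2 had been seen by then. Lists were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. The median signal was 20.9 to 21.9 with control siRNA, 19.5 to 19.7 with ER siRNA, 18.6 to 19.5 with 100 nM OH-Tam and 22.3 to 23.5 with 500 nM OH-Tam in the ER experiment. In the RARα experiment it was 20 to 21.3 with control siRNA and 21.8 to 22.2 with RARα siRNA. Between 41.7% and 47.1% of the probe sets of an array had a signal under 16, and replicate arrays correlated at 0.983 to 0.986. The ratio of 3' to 5' signal of ACTB, a sign of RNA quality, was 2.734 on the second 100 nM OH-Tam array. It was 1.26 to 1.732 on the others, lowest on the ER siRNA arrays (1.265 and 1.26). The same ratio of GAPDH was 0.9649 to 1.084. Nothing in the labels or the paper says that replicate arrays came from separate cultures, so that p-values measure only the spread between these arrays, which may be technical, and 2 arrays per group limit the precision.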

The gene targets downstream of the apo-ER → apo-RARα1 pathway were identified by mRNA profiling using Affymetrix microarray analysis. Accordingly, data from separate ER knockdown and RARα1 knockdown experiments in hormone depleted MCF-7 cells were used to identify overlapping sets of genes that were either up or down regulated by both ER and RARα1. 

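With ER siRNA, the largest fall after ESR1 was that of GGH, which encodes a folate hydrolase, from a signal of 269.2 ± 24 (SD, n = 2) to 46.9 ± 5.66 (SD, n = 2), a log2 change of -2.14 (standard error 0.157, adjusted p = 0.00298 from limma). NPTN, which encodes the adhesion protein neuroplastin, fell from 3382 ± 160 to 901.9 ± 17.5, a log2 change of -1.93 (standard error 0.114, adjusted p = 0.000747). GFRA1, a receptor for the GDNF family, and LGALS1 had log2 changes of -1.93 and -1.42 (adjusted p = 0.00403 and 0.00515). The largest rise was that of AKR1B10, an aldo-keto reductase, from 110.5 ± 18.8 to 386.4 ± 40.7, a log2 change of 1.67 (standard error 0.247, adjusted p = 0.0425). CEACAM6 and CEACAM5 rose by log2 values of 1.17 and 1.15, SLC7A11 by 1.08 (adjusted p = 0.00515) and the thioredoxin reductase gene TXNRD1 by 0.76 (adjusted p = 0.0234). LGALS1, which had the largest fall with ER siRNA among the 48 matched genes of Table 1, had a log2 change of -0.87 with RARα siRNA (536.5 ± 39.6 against 996.6 ± 21.4, adjusted p = 0.0889).

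Of 35 measured genes known to be induced by estradiol, 3 fell with ER siRNA and 25 lay below 0, with a median log2 change of -0.13 (11 lower and 3 higher when adjusted over the list alone, camera adjusted p = 0.00034). The 3 were the fatty acid elongase gene ELOVL2 (-0.98) and the secreted trefoil factor genes TFF3 (-0.74) and TFF1 (-0.69). With RARα siRNA, limma called 0 of these genes (2 higher and 3 lower at an unadjusted p under 0.05; 2 higher and 2 lower when adjusted over the list alone), and their median was 0.10 (camera adjusted p = 0.39). Of 15 genes known to be repressed by estradiol, limma called 0 with ER siRNA (5 higher and 1 lower unadjusted; 1 higher and 1 lower when adjusted over the list alone) and 0 with RARα siRNA (2 higher and 1 lower unadjusted; 1 higher and 1 lower when adjusted over the list alone), with medians of 0.01 and 0.08. The latter list passed with pooled control arrays (camera adjusted p = 0.0444).

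Among the 19777 genes, 15 rose and 41 fell with ER siRNA, and 1238 rose and 1345 fell at an unadjusted p under 0.05, where 989 of either direction are expected by chance. With RARα siRNA limma called 0 genes, the smallest adjusted p being 0.0776, and 914 were higher and 1050 lower at an unadjusted p under 0.05. At that level 166 genes were higher in both knockdowns, against 57.2 for independent lists, and 220 were lower in both, against 71.4. Genes are not independent of one another and both comparisons share 1 estimate of each gene's spread, so that the numbers for independent lists are no exact chance values and no p is given. In opposite directions, 64 were higher with ER siRNA and lower with RARα siRNA, against 65.7, and 57 the reverse, against 62.2. With each experiment fitted alone 123 were higher and 137 lower in both, against 52.7 and 59.3, and 45 and 27 had opposite directions, against 54.2 and 57.6. With 1 array left out in turn, ESR1, GGH and NPTN lost their call in 0 of 12 runs, GFRA1 in 1 (without the first control array, adjusted p = 0.0547), LGALS1 in 1 (without the first ER siRNA array, adjusted p = 0.0653), CEACAM6 and SLC7A11 in 3 (adjusted p up to 0.146 and 0.0953, both without either ER siRNA array), CEACAM5 in 4, TFF3 in 6, AKR1B10, TXNRD1 and ELOVL2 in 10 and TFF1 in 12. The log2 changes of the 2 knockdowns, which share no control array, correlated across genes at r = 0.0811. Over the 12084 genes at or above the median level r was 0.145. Leaving out any 1 of the 12 arrays lowered the count with ER siRNA from 56 to between 4 (without the first ER siRNA array) and 25, and it was 306 with dim genes left out and 3 (ESR1, GGH and NPTN) with each experiment fitted alone. AKR1B10, SLC7A11, TXNRD1, ELOVL2 and TFF1 also lost their call with exchanged control arrays. The count with RARα siRNA was 1 without the second control array of that experiment, 26 with the 4 control arrays pooled, 58 with dim genes left out, 107 with 64 added before the logarithm and 166 with an intensity trend, and 0 to 54 genes were then called in the same direction by both knockdowns.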

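CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, had a signal of 924.1 ± 54.4 (SD, n = 2) with control siRNA and 1468 ± 13.5 (SD, n = 2) with ER siRNA, and of 841.1 ± 53.6 and 1188 ± 65.3 (SD, n = 2 each) in the RARα experiment. Its log2 change was 0.66 with ER siRNA and 0.49 with RARα siRNA (standard error 0.11, adjusted p = 0.0649 and 0.195 from limma). MUC20, a membrane mucin, had log2 changes of 0.64 and 0.69 (standard error 0.147, adjusted p = 0.13 and 0.188), at signals of 121.6 ± 12 against 74.3 ± 14.8 and of 117.6 ± 7.92 against 66.05 ± 0.0707. Another MUC20 probe set was dim, at 18.7 ± 2.97 against 5.75 ± 1.48 with ER siRNA and 13.35 ± 4.6 against 2.2 ± 0.707 with RARα siRNA. LYPD1, a membrane-anchored protein of the Ly6 family, had log2 changes of 0.61 and 0.55 (standard error 0.187, adjusted p = 0.223 and 0.374), at 437.2 ± 12.8 against 281.4 ± 61 and 364 ± 45.3 against 245.4 ± 10.1. CCNA2, which encodes the S and G2 phase cyclin A2, had log2 changes of -0.49 and -0.65 (standard error 0.136, adjusted p = 0.189 and 0.183), at 259.1 ± 9.76 against 370.4 ± 81 and 187 ± 4.38 against 302.8 ± 2.47. GAPDH, the reference gene of the RT-PCR, had log2 changes of 0.01 and 0.06 (standard error 0.092). On the arrays, none of these 8 changes of the 4 regulators passed the adjusted threshold over all genes. CDKN1A with ER siRNA passed it when dim genes were left out (adjusted p = 0.0177), when the 4 control arrays were pooled (adjusted p = 0.0277), with 64 added before the logarithm (adjusted p = 0.00738) and with an intensity trend (adjusted p = 0.000625). With the trend, CCNA2 passed in both knockdowns (adjusted p = 0.044 and 0.0205), CDKN1A with RARα siRNA (adjusted p = 0.0148) and LYPD1 with ER siRNA (adjusted p = 0.0439), and with 64 added MUC20 passed with ER siRNA (adjusted p = 0.0469).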

The Affymetrix microarray analysis was validated for a few target genes known to regulate cell proliferation by real time RT-PCR; they include CDKN1A, MUC20 and LYPD1, which are negative regulators of cell proliferation whose basal expression was repressed by apo-ER and apo-RAR as well as CCNA2, a positive regulator of proliferation whose basal expression was supported by apo-ER and RARα1 (Figure 7B).

**Figure 7:**
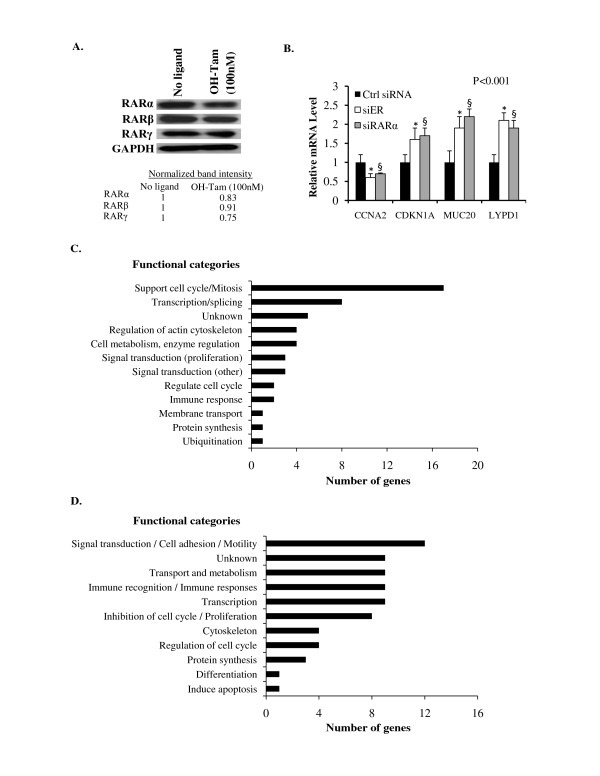
**Tamoxifen-insensitivity of RAR expression and the functional categories of target genes of the apo-ER apo-RARα1 axis**. **(A) **Hormone-depleted MCF-7 cells were treated with OH-Tam (100 nM) or vehicle control. Seventy-two hours later, the cell lysates were prepared and analysed by western blot using antibodies specific for RARα, RARβ or RARγ; GAPDH was probed as a loading control. The band intensities are normalized to GAPDH and equalized to a value of 1 for the untreated sample. **(B) **Real time RT-PCR analysis to confirm the effect of knocking down either ER or RARα on the mRNA levels of representative target genes found by Affymetrix DNA microarray in this study to be regulated by apo-ER and apo-RAR in MCF-7 cells: Cells were transfected with control siRNA, ER siRNA or RARα siRNA and four days later the cells were harvested to extract total RNA for the measurement of the relevant mRNAs; the values were normalized those for GAPDH (control). The *P*-values for the differences noted in the text were <0.001. **(C) **and **(D) **mRNA profiling was performed to identify common target genes of apo-ER and apo-RARα1 in MCF-7 cells. Apo-ER and apo-RARα1 were knocked down separately in hormone-depleted MCF-7 cells. Seventy-two hours after transfection with the appropriate siRNA, total mRNA was extracted and mRNA profiling was carried out using Affymetrixs microarray analysis. *P*-values for the differences noted in the text were ≤0.001.

Table 1 lists the common target genes of apo-ER and apo-RARα1 whose basal expression was supported by both apo-ER and apo-RARα1 in a tamoxifen-insensitive manner; these genes were identified based on a decrease in basal mRNA level by at least 40% due to transfection of cells with siRNA specific for either ER or RARα1. 

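BIRC5, which encodes survivin, a protein of the chromosomal passenger complex and an inhibitor of apoptosis, had a signal of 400.2 ± 57.6 (SD, n = 2) with control siRNA and 248.4 ± 11.2 (SD, n = 2) with ER siRNA, and of 486 ± 58.5 and 276 ± 16.8 (SD, n = 2 each) in the RARα experiment. These are fold changes of 0.634 and 0.584. PTTG1, which encodes securin, the inhibitor of sister chromatid separation, had fold changes of 0.664 with ER siRNA (880.5 ± 22.3 against 1308 ± 116) and 0.643 with RARα siRNA (745 ± 16.4 against 1177 ± 9.97). The spindle checkpoint gene MAD2L1 had 0.491 and 0.672, the mitotic kinase gene PBK 0.669 and 0.675, and the chromatin reader gene PHF19 0.615 and 0.609, while the brightest probe sets of MAD2L1 and PHF19 gave 0.545 and 0.824, and 0.725 and 0.729. Of the 48 matched genes of Table 1, 46 were lower in both knockdowns, with a median fold change of 0.679 with ER siRNA and 0.683 with RARα siRNA, with the probe set of each gene that had the lowest product of both folds. With the brightest probe set, a different one for 20 genes, 39 were lower in both, with medians of 0.712 and 0.727. SEC31A, a vesicle coat protein gene, had 1.16 and 1.05, and SAMHD1 1.18 and 0.925 by a dim probe set. The 5 other SAMHD1 probe sets gave 0.988 to 1.27 and 1.23 to 1.56. The brightest without probes shared with other sequences gave 1.27 and 1.30. Brighter ones with such shared probes gave 0.988 and 1.23, and 1.01 and 1.31.

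With 100 nM OH-Tam the median fold change of the 48 genes was 1.10 (quartiles 0.999 and 1.29), all 48 lay above 0.6, and 36 were higher and 12 lower than with control siRNA. At an unadjusted p under 0.05, 13 were higher and 0 lower, and CDK1, the kinase that drives entry into mitosis, and PTTG1 passed the adjusted threshold as higher, calls lost in 6 and 12 of the 12 runs with 1 array left out and with exchanged control arrays. PTTG1 had a fold change of 1.56 and BIRC5 of 1.29 with 100 nM OH-Tam. Table 1 was chosen on these arrays as insensitive to tamoxifen. A lack of Table 1 genes lowered by OH-Tam is therefore shaped by that choice and no independent evidence. Over all probe sets, 5 genes lay at or under a fold change of 0.6 in both knockdowns and not with OH-Tam. These folds are compressed by the added 16 and not corrected for transfection efficiency, so that the count is not like the paper's. LGALS1 (0.373 and 0.546, and 1.10 with OH-Tam) and EBP, an enzyme of cholesterol synthesis (0.454 and 0.579), were at or above the median level, and ADAD2-AS1, CFAP91 and LINC01425 below it. The EBP probe set was dim as well, at a mean log2 level of 5.22 against a median of 5.115, while LGALS1 lay at 9.76. The count was 576 with folds of the linear mean signals, where dim probe sets weigh fully, 10 with the control arrays pooled or exchanged, 496 with 1 and 1 with 64 added before the logarithm, 2 with dim probe sets left out, 3 with 1 probe set per gene and 0 with an adjusted p under 0.05 in both knockdowns, all 5 having an unadjusted p under 0.05. Without any 1 of the 8 arrays of the 2 knockdowns and their controls it was 8 to 16, the highest without the first ER siRNA array. From lower mRNA after either siRNA, the paper reasons that both apo-receptors supported the basal expression of these genes.

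**Figure D2:**
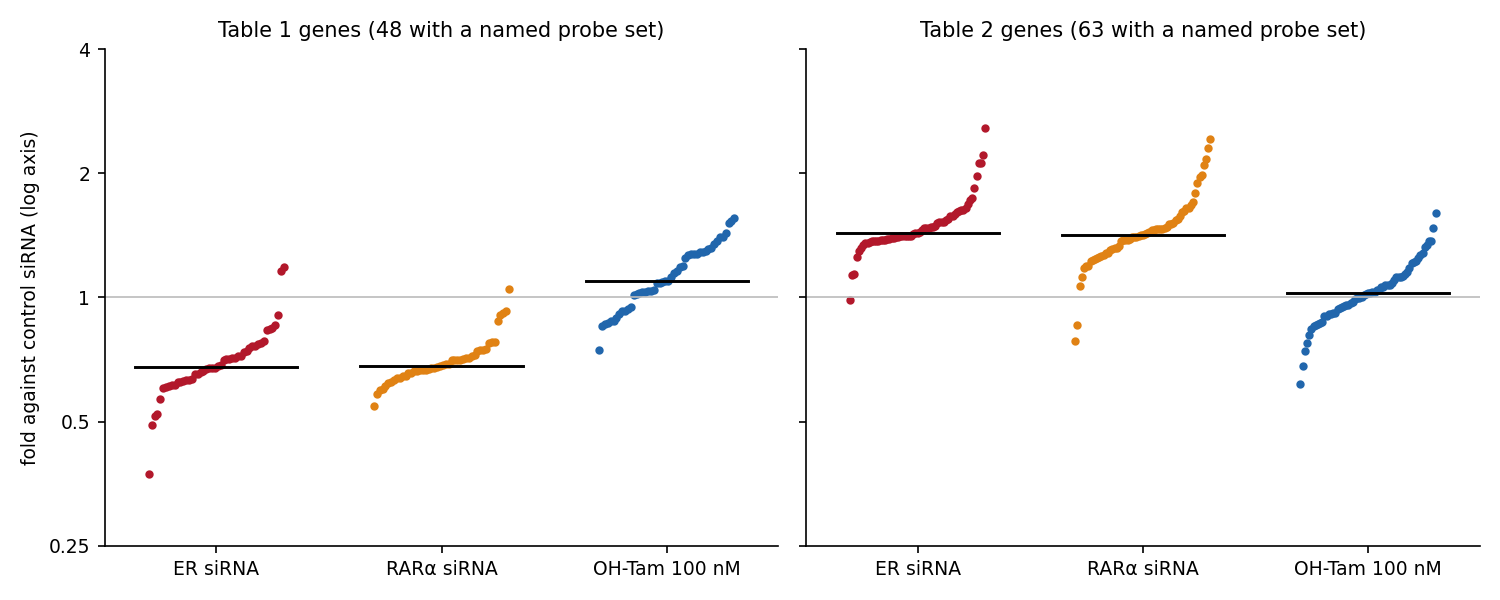
Fold change against control siRNA on a log axis for the 48 matched genes of Table 1 (left) and the 63 of Table 2 (right), with 1 point per gene in rising order and a line at the median, for ER siRNA, RARα siRNA and 100 nM OH-Tam. Each gene is shown by its probe set with the largest change in the table's direction over both knockdowns. The medians are 0.679, 0.683 and 1.10 for Table 1 and 1.44, 1.42 and 1.02 for Table 2, and the genes of both tables were chosen on these arrays.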

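Of 50 genes of mitosis and G2/M, 46 were lower with ER siRNA and 50 with RARα siRNA than with control siRNA, with median log2 changes of -0.41 and -0.49 (camera adjusted p = 2.8e-21 and 2.6e-34). With ER siRNA, CDKN3 (-0.91) and UBE2C, a ubiquitin-conjugating enzyme of the anaphase-promoting complex (-0.77, standard error 0.097, 953.2 ± 33.7 against 1622 ± 33.4, SD, n = 2 each), fell at an adjusted p under 0.05 over all genes, and 30 members did so when adjusted over the list alone. CDKN3 lost its call without either array of ER siRNA or its control (adjusted p up to 0.111) and UBE2C in 10 of the 12 runs with 1 array left out (adjusted p up to 0.172), and both with exchanged control arrays. With RARα siRNA limma called 0 of the 50 over all genes, 41 were lower and 0 higher at an unadjusted p under 0.05, and 39 were lower when adjusted over the list alone. PTTG1 had log2 changes of -0.59 and -0.64 (standard error 0.094, adjusted p = 0.0533 and 0.0889). Of 35 measured genes of DNA replication and S phase, 28 were lower with ER siRNA and 33 with RARα siRNA, with medians of -0.17 and -0.36 (camera adjusted p = 7.5e-06 and 7.6e-15). Limma called 0 of them in either knockdown over all genes, 12 and 19 were lower and 0 higher at an unadjusted p under 0.05, and 10 and 14 were lower when adjusted over the list alone. Of 10 measured canonical histone genes, limma called 0 with ER siRNA (5 lower and 0 higher unadjusted, 2 lower when adjusted over the list alone), with a median of -0.16 (camera adjusted p = 0.026, and adjusted p = 0.1 with an estimated correlation). That call was also lost with dim genes left out, median centring or the experiment fitted alone (adjusted p = 0.0501, 0.0563 and 0.0526), and without the first control or the second ER siRNA array (adjusted p = 0.073 and 0.0539). With RARα siRNA it called 0 (1 higher and 0 lower unadjusted, 1 higher when adjusted over the list alone), with a median of 0.02. The calls of the mitosis and DNA replication lists held with an estimated correlation between genes in both knockdowns (adjusted p = 6.3e-05 to 0.011). Of the 48 matched genes of Table 1, 17 are in the mitosis list, among them PLK4, CENPA, NCAPG and ASPM, 0 in the DNA replication list and 0 among the histones, and Table 1 was chosen on these arrays. The mitosis list was not tested without these 17, so that its p-values rest in part on genes chosen from the same data. HIST1H4C, a histone gene of Table 1, was not matched, as its probe sets carry the symbols of several histone genes. Among the 2 genes at or above the median level that met the fold threshold in both knockdowns, 0 were in the mitosis or DNA replication lists (0.0139 expected, one-sided Fisher's exact test p = 1). With only 2 genes, a count of 0 says nothing about enrichment. Among the 190 genes at that level with a fall and an unadjusted p under 0.05 in both knockdowns, a set chosen after seeing the data, 41 were in them (odds ratio 74.8, one-sided Fisher's exact test p = 1.28e-52, genes not being independent).

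**Figure D3:**
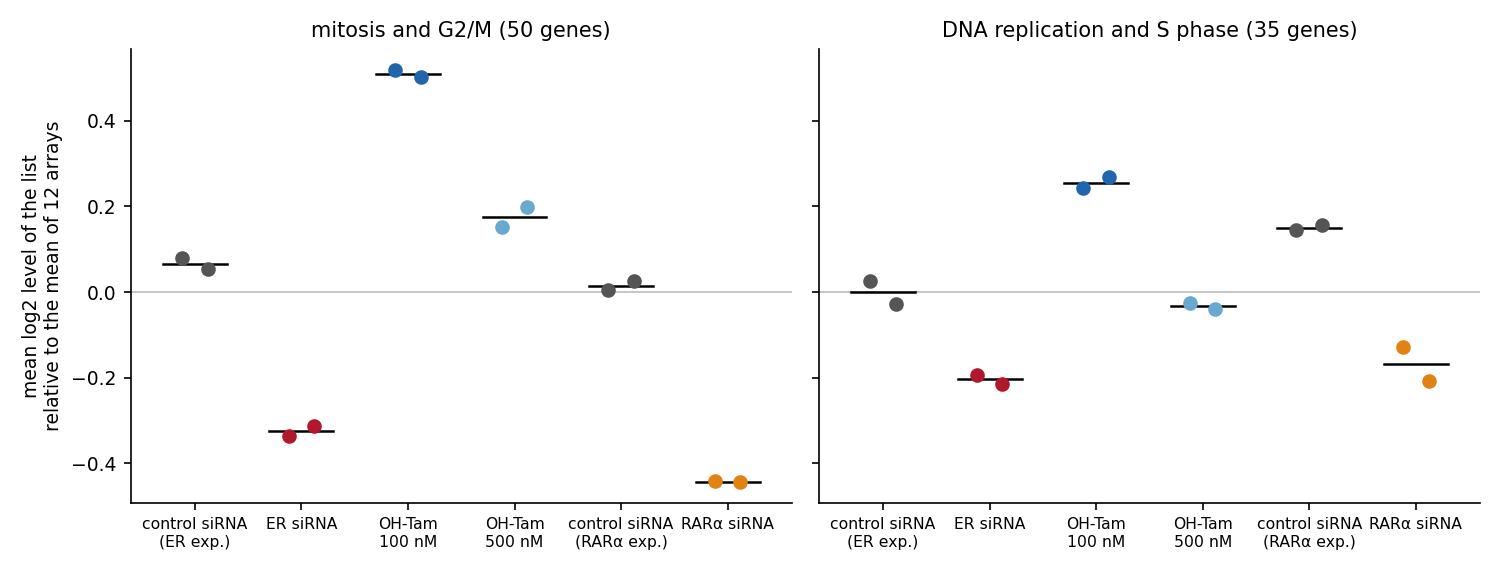
Mean log2 level of the 50 genes of mitosis and G2/M (left) and of the 35 genes of DNA replication and S phase (right), relative to the mean of the 12 arrays, with 1 point per array and 2 arrays in each of the 6 groups. The mitosis genes lie at -0.34 and -0.31 with ER siRNA against 0.08 and 0.05 with its control siRNA, at -0.44 on both arrays with RARα siRNA against 0.00 and 0.03, at 0.52 and 0.50 with 100 nM OH-Tam and at 0.15 and 0.20 with 500 nM OH-Tam.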

Of the 53 annotated genes that were identified in this manner, gene ontology analysis (DAVID Bioinformatics Resources 2008) [36,37] revealed genes known to support the cell division cycle and mitosis as the predominant functional category (Figure 7C); the gene sets included additional functional categories that support proliferation (Figure 7C).

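CEACAM6 and CEACAM5, genes of carcinoembryonic antigen adhesion proteins, had fold changes of 2.24 and 2.21 with ER siRNA (3013 ± 81.7 against 1372 ± 216, and 2174 ± 42.5 against 988 ± 74.6, SD, n = 2 each) and of 1.53 and 1.58 with RARα siRNA, by their brightest probe sets. The CEACAM6 probe set with the highest product of both folds gave 2.57 and 1.42. LGALS3BP, a secreted glycoprotein that binds galectins, had 1.84 and 1.79, at signals of 1357 ± 135 against 733.6 ± 132 and of 2676 ± 260 against 1491 ± 197. HLA-B had 1.59 and 2.09, and RSAD2, an antiviral protein induced by interferon, 1.54 and 2.42, by the probe sets with the highest product, and 1.51 and 1.71, and 1.52 and 1.54, by the brightest. The probe sets of HLA-B, HLA-C and HLA-G can bind the mRNA of near-identical HLA genes, so that their assignment is uncertain. Of the 63 matched genes of Table 2, 60 were higher in both knockdowns, with a median fold change of 1.44 with ER siRNA and 1.42 with RARα siRNA, and 12 reached 1.5 in both, with the probe set of each gene that had the highest product of both folds. With the brightest probe set, a different one for 37 genes, 44 were higher in both, with medians of 1.37 and 1.35, and 0.967 with 100 nM OH-Tam. On the first choice the OH-Tam median was 1.02 (quartiles 0.917 and 1.12), with 34 higher and 28 lower, of which 6 and 3 had an unadjusted p under 0.05 and 0 were called by limma. Over all probe sets, 59 genes reached a fold change of 1.5 in both knockdowns and not with 100 nM OH-Tam, 25 of them at or above the median level, and 42 also had an unadjusted p under 0.05 in both. They hold 15 of the 63 matched genes of Table 2. SLC7A11, CCL22, a chemokine (2.41 and 1.97), INSIG1, a regulator of cholesterol synthesis (1.79 and 1.54), and MUC20 (1.56 and 1.61) are among the 59. The count was 824 with folds of the linear mean signals, 721 with 1 and 7 with 64 added before the logarithm, 25 with dim probe sets left out, 27 with 1 probe set per gene, 0 with an adjusted p under 0.05 in both knockdowns and 90 without the first ER siRNA array.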

Table 2 lists the common target genes of apo-ER and apo-RARα1 whose basal expression was decreased by apo-ER or apo-RARα1 in a tamoxifen-insensitive manner; these genes were identified based on an increase in basal mRNA level by at least 50 percent due to transfection of cells with siRNA specific for either ER or RARα1. 

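Of 48 measured interferon-stimulated genes, 40 were higher with ER siRNA and 47 with RARα siRNA than with control siRNA, with median log2 changes of 0.25 and 0.44 (camera adjusted p = 1.3e-11 and 1.1e-37). IFI44L, an interferon-induced gene, had log2 changes of 0.60 and 0.97 (standard error 0.137, adjusted p = 0.13 and 0.0889), at signals of 128.8 ± 17.5 against 81.65 ± 11.7 and of 241.6 ± 12.4 against 116.4 ± 10.7 (SD, n = 2 each). LGALS3BP had 0.88 and 0.84 (standard error 0.154, adjusted p = 0.0676 and 0.143). Limma called 0 of the 48 in either knockdown over all genes, while 19 and 42 were higher and 0 lower at an unadjusted p under 0.05, and 16 and 38 were higher when adjusted over the list alone. With 100 nM OH-Tam, set against the same control arrays as ER siRNA, 43 of the 48 were higher, with a median of 0.25 (camera adjusted p = 1.3e-11), 14 higher when adjusted over the list alone and IFIT3 called (adjusted p = 0.0208, lost in 6 of the 12 runs with 1 array left out and with pooled or exchanged control arrays). With 500 nM 22 were higher, with a median of -0.01 (camera adjusted p = 0.89). Of 18 measured genes of MHC class I antigen presentation, 13 were higher with ER siRNA, with HLA-B called (0.60, standard error 0.091, adjusted p = 0.0483, lost in 12 of the 12 runs with 1 array left out) and 2 higher when adjusted over the list alone. Their median was 0.11 (camera adjusted p = 0.0095, and adjusted p = 0.14 with an estimated correlation), and the call was also lost with pooled or exchanged control arrays (adjusted p = 0.119 and 0.0649) and without the first control or the first ER siRNA array (adjusted p = 0.128 and 0.0574). With RARα siRNA 16 of the 18 were higher, with a median of 0.31 (camera adjusted p = 6.7e-10), 0 called by limma, 9 higher and 0 lower at an unadjusted p under 0.05, and 7 higher when adjusted over the list alone.

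Of 28 measured p53 targets and genes of growth arrest, limma called 0 with ER siRNA (5 higher and 2 lower unadjusted; 2 higher and 2 lower when adjusted over the list alone), with a median of 0.06 (camera adjusted p = 0.55), which passed with pooled control arrays at 0.14 (adjusted p = 0.00639). With RARα siRNA 23 were higher, 0 were called (7 higher and 0 lower unadjusted; 2 higher when adjusted over the list alone), and the median was 0.11 (camera adjusted p = 0.00038), a call lost with pooled or exchanged control arrays (adjusted p = 0.308 and 0.213). Of 23 measured apoptosis regulators, limma called 0 in either knockdown (3 higher and 1 lower with ER siRNA and 2 higher with RARα siRNA unadjusted; 0 when adjusted over the list alone), with medians of -0.04, at a mean of 0.03, and 0.05. Of the 23 genes of the unfolded protein response, SLC7A11 rose and ATF3, a stress-induced transcription factor, fell with ER siRNA (2 higher and 1 lower when adjusted over the list alone), with a median of 0.14 (camera adjusted p = 0.014, and adjusted p = 0.081 with an estimated correlation). That call was also lost with pooled or exchanged control arrays (adjusted p = 0.117 and 0.138) and without the first control or the second ER siRNA array (adjusted p = 0.101 and 0.0581). The call of ATF3 was lost in 12 of the 12 runs with 1 array left out and with pooled control arrays, and its log2 change turned from -0.76 to 0.01 with exchanged ones, with which SLC7A11 lost its call as well. With RARα siRNA their median was 0.03, with 0 called by limma, 2 higher and 1 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Of the 63 matched genes of Table 2, 8 are in the interferon list, 4 in the MHC class I list and 3, CDKN1A, TNFRSF10A and SESN1, in the p53 list. These lists were not tested without them, so that their p-values rest in part on genes chosen from the same data. The probe sets with the highest product of both folds gave TNFRSF10A fold changes of 1.39 and 1.33 and the MHC class I loading gene TAPBP 1.48 and 1.37, while the brightest probe sets of both genes gave log2 changes of -0.14 and 0.11 for TNFRSF10A and 0.08 and 0.08 for TAPBP. Among the 25 genes at or above the median level that met the fold threshold in both knockdowns, 9 were in these 3 lists, against 0.184 expected (odds ratio 83.9, one-sided Fisher's exact test p = 7.74e-14, over 12239 genes), a p that is too small because genes are not independent of one another and HLA-B and HLA-C can share signal. They were 7 interferon-stimulated genes (IFI44, IFI44L, IFIT2, LGALS3BP, RSAD2, SAMD9 and SP110), the MHC class I genes HLA-B and HLA-C, and 0 p53 targets. All of them but IFIT2 are genes of Table 2, which was chosen by a fold threshold on these arrays. The overlap and its p are therefore not independent evidence of enrichment.

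**Figure D4:**
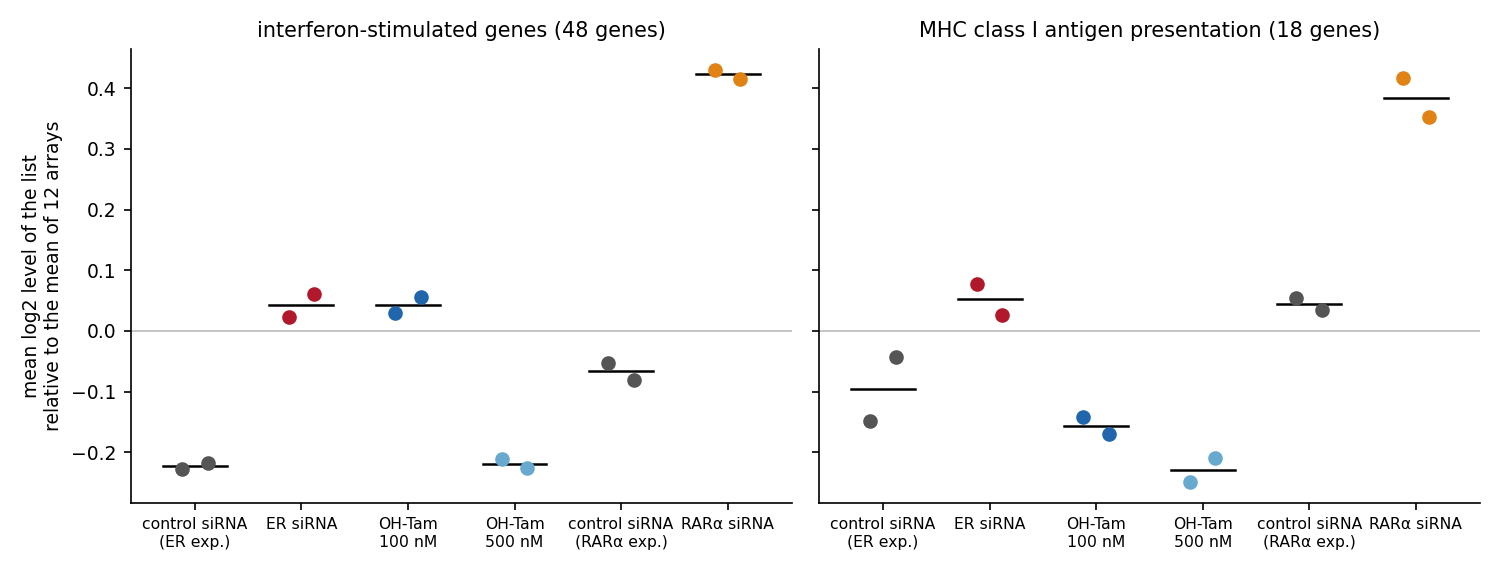
Mean log2 level of the 48 interferon-stimulated genes (left) and of the 18 genes of MHC class I antigen presentation (right), relative to the mean of the 12 arrays, with 1 point per array and 2 arrays in each of the 6 groups. The interferon-stimulated genes lie at 0.02 and 0.06 with ER siRNA against -0.23 and -0.22 with its control siRNA, at 0.43 and 0.42 with RARα siRNA against -0.05 and -0.08, at 0.03 and 0.06 with 100 nM OH-Tam and at -0.21 and -0.23 with 500 nM OH-Tam. The MHC class I genes lie at 0.08 and 0.03 with ER siRNA against -0.15 and -0.04, at 0.42 and 0.35 with RARα siRNA against 0.05 and 0.04, at -0.14 and -0.17 with 100 nM OH-Tam and at -0.25 and -0.21 with 500 nM OH-Tam.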

Of the 68 annotated genes that were identified in this manner, gene ontology analysis (DAVID Bioinformatics Resources 2008) revealed several categories of genes (Figure 7D); however, among genes functionally related to proliferation, there was enrichment for those that are known to negatively regulate cell proliferation (Figure 7D) in contrast to the genes activated by apo-ER/apo-RARα1 noted above.

### The common gene targets of apo-ER and apo-RARα1 are generally insensitive to ATRA but are enriched in RAR binding sites in associated chromatin regions

In the classical mechanism of the transcriptional activity of class II nuclear receptors, including RAR, the apo-protein is in a repressive association with the target gene and the binding of agonist to the receptor results in gene activation due to a co-regulator switch [38]. However, Affymetrix microarray analysis of MCF-7 cells following treatment with ATRA (1 μM, 24 h) indicated that only a fraction of the genes regulated by apo-ER/apo-RARα1 were regulated by ATRA (Tables 1 and 2). Specifically, among the 53 genes whose basal expression was supported by apo-ER/apo-RARα1, 6 genes were inhibited by ATRA to <50 percent and 1 was activated >2-fold (Table 1). On the other hand, among the 68 genes whose basal expression was repressed by apo-ER/apo-RARα1, 15 genes were activated by ATRA >2-fold and 10 genes were inhibited to <50 percent. Notably, none of the ATRA regulated genes in Tables 1 and 2 are functionally associated with the cell division cycle.

Since putative RAR binding sites have been globally mapped in the chromatin of MCF-7 cells [39], we used this information to identify the presence of RAR binding sites associated with the apo-ER/apo-RARα1 target genes listed in Tables 1 and 2. As indicated in the Tables, 18 of the 53 genes in Table 1 and 14 of the 68 genes in Table 2 were associated with RAR binding sites within a distance of 10 kb of the transcription start sites. The genes in Table 1 had significant enrichment (Hypergeometric test) for RAR binding sites within 10 kb with *P *= 0.03. The enrichment for RAR binding sites for the genes in Table 2 had a *P*-value of 0.19. Thus, despite the low frequency with which the apo-ER/apo-RARα1 target genes are regulated by ATRA, there is a significant enrichment among them for associated RAR binding sites, largely among gene targets that are insensitive to ATRA.

### Down-regulation of RARα1 inhibits hormone-independent cell cycle progression in other breast cancer cell lines

Since down-regulating, rather than activating RARα1 may be an attractive therapeutic strategy in concert with estrogen ablation in breast cancer, it was of interest to test the effect of depleting RARα1 in other model cell lines. Similar to MCF7 cells, RARα1 but not RARα2 was expressed in the estrogen-sensitive T47 D and ZR-75-1 cell lines as determined by competitive RT-PCR (Figure 8A). Interestingly, in contrast to MCF-7 cells, RARα1 was not regulated by apo-ER and further knocking down apo-ER did not affect cell cycling (data not shown). Thus, the regulation of RARα1 by apo-ER is somehow disrupted in these cells; this finding further supports the conclusion that regulation of RARα1 underlies the effect of apo-ER on cell cycling. Nevertheless, in either cell line, knocking down RARα1 (Figure 8B showing RARα1 mRNA and 8C showing RARα1 protein) inhibited cell cycle progression in the absence of hormone (Figure 8D), similar to MCF7 cells. The results demonstrate a consistent role for RARα1 in supporting a basal level cycling in hormone depleted breast cancer cells.

**Figure 8:**
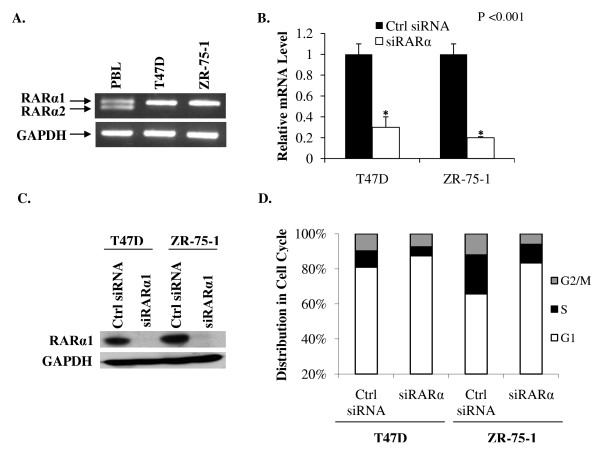
**Effect of depleting RARα1 on cell cycle phase distribution of hormone-depleted T47 D and ZR-75-1 cells**. **(A) **Total RNA was extracted from T47 D and ZR-75-1 cells and normal tissue controls (peripheral blood leukocytes, thymus and spleen) and reverse transcribed into cDNA by RT-PCR. The cDNA fragments were amplified by competitive PCR using forward primers specifically against RARα1 and RARα2 and a common reverse primer. The PCR products were identified as previously described (Figure 5). The cDNA for GAPDH was amplified in each sample as an internal control. In **B **and **C**, cells were transfected with control siRNA or RARα siRNA and 72 hours later the cells were harvested to extract total RNA or to prepare cell lysates. In B, the mRNA for RARα1 was measured by real time RT-PCR and the values were normalized those for GAPDH (control). In C, the cells lysates were analyzed by western blot using antibody to RARα; the blots were probed for GAPDH as a loading control. (D) Seventy-two hours after transfection with control siRNA or RARα siRNA, T47 D and ZR-75-1 cells were harvested for flow cytometry analysis to determine their cell cycle phase distribution. *P*-values for the differences noted in the text were ≤0.001.

## Discussion

ER is known to regulate genes in a ligand-independent manner [40,41]. Hormone-independent actions of ER play an important role in supporting the growth of hormone-refractory breast tumors [12]. On the other hand, studies of gene regulation by ER in estrogen-sensitive breast cancer cells have mostly focused on estrogen-responsive genes that have profound roles in tumor growth and development and the effects of tamoxifen on gene regulation by estrogen [42]. The findings of this study, however, highlight a potentially significant mechanism of hormone-independent transcriptional action of ER in hormone-sensitive breast cancer cells. This action of ER is clearly a major contributor to the ability of hormone-sensitive breast cancer cells to maintain a basal level of proliferation under conditions of hormone-depletion. This effect of apo-ER occurred primarily through supporting the cell division cycle. Remarkably, the action of apo-ER was also rather insensitive to tamoxifen at a dose that is clinically relevant to circulating concentrations of the drug that induce all of the surrogate biomarkers of clinical response [43,44]. Similar to clinical breast tumors, breast cancer cell lines are heterogeneous and can yield clonal populations of inherently tamoxifen resistant cells that are variably ER-dependent [45]; nevertheless, the fraction of S-phase cells in hormone-depleted or tamoxifen-treated cells under the *in vitro *conditions in this study was much higher than the frequency of emergence of aggressively growing colonies in tamoxifen-treated cultures [45]. Therefore, it is likely that the basal level of S-phase cells observed in hormone-depleted or tamoxifen treated cultures represent a substantial proportion of cells in which the cell cycle progression is slowed. In a tumor environment, however, this slow proliferation must be offset by cell death, resulting in an overall tumoristatic effect. Since a basal level of cell division is an essential pre-condition for progressive events leading to the eventual development of resistance of breast tumors to hormonal adjuvant therapy, understanding the mechanism of the hormone-independent effects of ER in hormone-sensitive cells is important.

In hormone-sensitive breast cancer cells, the well-established ER-RAR axis has been best characterized in the context of ligand effects (estrogen, retinoids, tamoxifen + retinoids) [20,46]. The results of this study however establish that in hormone-sensitive cells that are depleted of hormone or treated with tamoxifen, a major mechanism by which ER supports the cell cycle is by supporting the basal expression of RARα1. The role of RARα1 in mediating the action of apo-ER is strongly evident from the following observations: (i) In hormone-depleted cells, apo-ER maintained the basal expression level of RARα1 but was not itself regulated by RARα1; (ii) The regulation of RARα1 by apo-ER was insensitive to tamoxifen; (iii) Knocking down RARα1 negatively impacted the basal cell cycle progression and restoring basal apo-RARα1 levels rescued basal level cell division following depletion of ER; (iv) Apo-RARα1 independently regulated a complement of genes in a manner that strongly favored cell division similar to their regulation by apo-ER. This mechanism was remarkable for the following reasons. First, apo-ER regulated the α1 subtype of RAR but not RARs -β or - γ. Second, most of the common target genes of apo-ER and apo-RARα1 including all of the genes involved in the cell division cycle were insensitive to ATRA. These findings suggest that a major molecular mechanism by which apo-ER supports basal cell division in hormone-sensitive breast cancer cells may not be sensitive to conventional RAR ligands (agonists), but would be predictably opposed by specific inactivators or down-regulators of RARα1.

The cell cycle regulation, which occurs through the apo-ER/apo-RARα1 axis, could theoretically exclude a subpopulation(s) of cells; such a subpopulation(s) could represent tumor cells that are either inherently resistant to hormonal adjuvants or that undergo progressive changes leading to resistance. Whereas the findings in this study do not preclude this possibility, we found no evidence for residual cycling cells following depletion of apo-ER or apo-RARα1 that were characterized by ErbB2 or ErbB3 overexpression, common features associated with a resistant phenotype [47,48].

It is well established that the RARα gene is activated by estrogen; however, there is evidence in the literature that ER associates at a basal level with the core promoter of the RARα gene by tethering to DNA bound Sp1 [49]. Apo-ER may thus directly regulate the RARα gene to maintain the basal expression level of RARα1. The observation that the RARα1 protein level decreased more dramatically than its mRNA upon knocking down ER suggests that apo-ER also regulates RARα1 by additional posttranscriptional mechanisms.

The results of this study further indicate that multiple molecular mechanisms must underlie the downstream action of apo-RARα1 on target genes in the context of mediating the effects of apo-ER. The apo-ER/apo-RARα1 axis regulates genes in both a positive and a negative manner to support cell division; both sets of target genes were enriched for associated chromatin sites of RAR binding, suggesting that RARα1 must act on these target genes by direct as well as indirect mechanisms. RAR belongs to the Class II subfamily of nuclear receptors, which typically, in their ligand-free (apoprotein) form, maintain a transcriptionally repressed state of target genes activated by the corresponding agonists [38]. However, only a small fraction of genes regulated by the apo-ER-RARα1 axis appeared to be regulated by this classical mechanism of action of RARα1, since (i) the genes repressed by apo-RARα1 were largely insensitive to ATRA and (ii) most genes activated by apo-RARα1 were ATRA-insensitive. Therefore, apo-RARα1 must act by non-classical mechanisms on most of the target genes, including those with associated RAR binding sites.

RARα is consistently present in the nucleus in breast tumors and its expression levels correlate with that of the proliferation marker, ki-67 [50]. The functional RARα isoform in different hormone-sensitive breast cancer cell lines and that identified in a limited number of breast tumors was almost exclusively of type 1, an isoform that is believed to be genetically redundant [51]. The findings reported here would predict that agents that selectively target the α1 subtype of RAR for functional inhibition or degradation would significantly enhance hormone ablation therapy in breast cancer since this would further decrease cycling cells. Since the effect of depleting RARα1 occurs through a different gene regulatory program compared with retinoid agonists, and since RARα1 is genetically redundant and could be the major or only RARα subtype in breast cancer cells, this new approach (rather than the use of RAR agonists) to enhancing hormonal adjuvant therapy in breast cancer may be clinically more acceptable. The structural divergence of the two RARα isoforms arising from alternative promoter usage and alternative splicing includes differences in functional sub-domains [34] which may enable their differential targeting with pharmacological agents. This approach may have fewer side effects than SERDs due to a redundancy of RAR subtypes in other tissues. Studies are underway to test this concept in pre-clinical models of hormone-sensitive breast cancer.

## Conclusions

We have observed that in hormone-sensitive breast cancer cells, there is a hormone-independent component through which ER supports proliferation and that apo-RARα1 is a major mediator of this effect. The data also show that the majority of genes regulated by apo-RARα1 do not confirm to the classical model of gene regulation by Class II nuclear receptors since they are not regulated by ATRA. Further, selectively down-regulating RARα1 might significantly enhance hormone ablation therapy in breast cancer since this would further decrease cycling cells. Since the effect of depleting RARα1 occurs through a different gene regulatory program compared with retinoid agonists, and since RARα1 is genetically redundant and appears to be the only RARα subtype in breast tumor cell lines and possibly the major subtype in clinical tumors, this new approach (rather than the use of RAR agonists) to enhancing hormonal adjuvant therapy in breast cancer may be clinically more acceptable. RARα1 is also structurally divergent from RARα2, which is expressed in normal tissues, so that it should be possible to develop selective down-regulators of RARα1.

## Abbreviations

AI: aromatase inhibitors; ATRA: all-*trans *retinoic acid; DMEM: Dulbecco's minimum essential medium; FBS: fetal bovine serum; ER: estrogen receptor α; GAPDH: glyceraldehyde-3- phosphate dehydrogenase; GFP: Green Fluorescent Protein; RAR: retinoic acid receptor; OH-Tam: 4-hydroxytamoxifen; SERM: selective estrogen receptor modulator; SERD: selective estrogen receptor downregulator.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MDS conducted most of the experiments and contributed to the planning and analysis. MR, MP and IK contributed to the execution of some of the experiments. RT contributed to the bioinformatics analysis. IM contributed with an intellectual clinical perspective to the studies. MR was responsible for the overall direction of the project.

## Supplementary Material

Additional file 1 **Microarray - Control sample**. Affymetrix DNA microarray analysis of MCF-7 cells transfected with non-targeting siRNA control and treated with vehicle. Click here for file

Additional file 2 **Microarray - OH-Tam treatment**. Affymetrix DNA microarray analysis of MCF-7 cells transfected with non-targeting siRNA control and treated with OH-Tam. Click here for file

Additional file 3 **Microarray - ER knockdown**. Affymetrix DNA microarray analysis of MCF-7 cells transfected with siER and treated with vehicle. Click here for file

Additional file 4 **Microarray - Control sample 2**. Affymetrix DNA microarray analysis of MCF-7 cells transfected with non-targeting siRNA control. Click here for file

Additional file 5 **Microarray - RARα knockdown**. Affymetrix DNA microarray analysis of MCF-7 cells transfected with siRARα. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

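MCF-7 breast cancer cells were profiled on 12 Affymetrix HG-U133 Plus 2.0 arrays in 6 groups of 2: control siRNA, ER siRNA, 100 nM OH-Tam and 500 nM OH-Tam in the ER experiment, and control siRNA and RARα siRNA in the RARα experiment. The authors deposited 1 linear intensity per probe set and array. Each array's 2% trimmed mean was 150.021 or 150.022, which is the form of globally scaled signals of the array maker's software, and no detection calls came with the values. The Methods describe robust multiarray averaging, quantile normalization and a correction for transfection efficiency, none of which the deposited intensity values carry. The software that made them is not given in the sources used here. Groups were taken from the sample labels and Additional files 1 to 5. Every column of values was matched to a sample (0 unmatched).

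Of the 54675 probe sets, 41097 had 1 gene symbol in the array annotation, 1801 had several and 11777 had none listed. Symbols were updated through a RefSeq gene table, in which 54 probe sets with 1 symbol found no entry. Probe sets with several symbols were not named. For the gene-level results each of 19777 genes was represented by its probe set with the highest mean, called its brightest here, those whose suffix marks probes shared with other sequences being used only where a gene had no other. Signals were taken as log2(signal + 16) and quantile normalized, so that a fold change is on that scale and understates the change of dim genes, and the test design, written for log2 values, was run on these transformed values. Gene comparisons used lmFit and eBayes of limma 3.58.1 in R 4.3.3 over all 12 arrays, with 1 mean per group, 6 residual and 2.484 prior degrees of freedom, and Benjamini-Hochberg adjustment within each of 7 comparisons. A gene was called at an adjusted p under 0.05. The comparisons were ER siRNA, 100 nM OH-Tam and 500 nM OH-Tam against control siRNA, RARα siRNA against its own control siRNA, 500 nM against 100 nM OH-Tam, ER siRNA against 100 nM OH-Tam, and the change with ER siRNA minus that with RARα siRNA. ER siRNA and both OH-Tam doses share control arrays, so that no overlap or correlation between them is given.

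Probe sets changed in both knockdowns were taken by the fold thresholds of Tables 1 and 2, at or under 0.6 and at or above 1.5, leaving out those past the same threshold with 100 nM OH-Tam, for which the paper's text names no threshold of its own. Genes of Tables 1 and 2, for which the paper names no probe set, were each taken at the probe set with the lowest (Table 1) or highest (Table 2) product of both folds, a choice that favours the direction of the table, and again at the brightest probe set. Enrichment of gene lists was tested with one-sided Fisher's exact tests, with the genes at or above the median log2 level of 5.115 as background. A set of 21 gene lists was tested with camera of limma at a preset correlation of 0.01, adjusted over the lists of each comparison, and with an estimated correlation: mitosis and G2/M, DNA replication and S phase, canonical histones, estradiol-induced ER targets, estradiol-repressed genes, retinoic acid-induced genes, nuclear receptors and cofactors, ERBB receptors and ligands, luminal identity, fibroblast, basal and haematopoietic markers, interferon-stimulated genes, MHC class I antigen presentation, p53 targets, apoptosis regulators, the unfolded protein response, cholesterol synthesis, hypoxia and glycolysis, ribosomal proteins and housekeeping controls. The text names every measured gene that the paper's text names, up to 10 genes with the largest rise and 10 with the largest fall per comparison against control siRNA and between the doses among those called and beyond both control arrays, up to 4 called members per list with the largest change, and members of Tables 1 and 2, whose values in the paper had been seen. Genes named outside this rule were chosen after their values were seen.

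Alternatives were a fit over each experiment alone, dim genes left out, the mean of all probe sets of a gene, median centring without the quantile step, an intensity trend with robust eBayes, array weights, pooled control arrays, exchanged second control arrays, the replicate number as a block (with statmod 1.5.0 installed), unadjusted p, 1 or 64 added before the logarithm, and each array left out in turn, where a group's lone array is assumed to vary like the others. The steps were tested on simulated data made from the ER siRNA and control arrays with 19777 genes, of which 200 were changed: 3, 43, 48 and 50 of 50 genes were recovered at log2 changes of 0.5, 1, 2 and 3, with 6 false calls, and 0 genes were called when none was changed. A mitosis list moved by 0.4 was recovered, and 0 other lists were called. Since the noise was independent between genes, this says nothing about false list calls where genes vary together. No detection calls were used, so that signals near the background carry little information, and 2 arrays per group limit the precision of every value.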

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

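The tests below of the luminal list with RARα siRNA, of the interferon genes per array, of those genes with ER siRNA and with 500 nM OH-Tam, and of both points on the OH-Tam doses were chosen after the result was seen.

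The 500 nM OH-Tam arrays, on which the paper does not report, had 71 genes higher and 48 lower than control siRNA at an adjusted p under 0.05 from limma (18 to 74 in all when 1 of the 12 arrays was left out). Against 100 nM OH-Tam, limma called 0 genes with 500 nM (663 higher and 811 lower at an unadjusted p under 0.05), but the lists of DNA replication, mitosis and interferon-stimulated genes were lower, with median log2 differences of -0.249, -0.323 and -0.234 (camera adjusted p = 7.9e-12, 4.6e-24 and 4.3e-15, and 0.0014, 0.0003 and 0.00098 with an estimated correlation). The change with ER siRNA differed from that with RARα siRNA for 4 genes by a test of the difference itself: ESR1 (-2.956), NPTN (-1.967), the uncharacterized gene C6orf141 (-1.58) and the transferrin gene TF (1.912), whose signals were dim. Leaving out any 1 array of the 2 knockdowns or their controls lowered that count to 1 or 2. The interferon-stimulated genes also differed as a list, with a median of -0.218 (camera adjusted p = 4.2e-06, and 0.019 with an estimated correlation), as did the estradiol-induced genes, at -0.265 (camera adjusted p = 4.9e-05, and 0.019).

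Interferon-stimulated genes were higher in both knockdowns, and more so with RARα siRNA. The planned test of a difference between control and treated arrays that needs no targeting siRNA was their median with 100 nM OH-Tam, which was 0.251, as such a difference would give, against 0.248 with ER siRNA. The median with 500 nM OH-Tam, -0.009, argues only against a difference common to every treated group of the ER experiment, so that with ER siRNA a difference between cultures cannot be told apart from an effect of the knockdown. With RARα siRNA, low levels on the control arrays are argued against, since the lower RARα siRNA array lay 0.354 above the highest of the 10 other arrays (log2), with 0.015 between both RARα siRNA arrays. A response to the siRNA duplex itself may also raise these genes and was not tested, since no array had another duplex against the same target, and an effect of losing each receptor stays open.

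Genes of mitosis were lower in both knockdowns. The median log2 change of all genes, 0.0043 with ER siRNA and -0.0006 with RARα siRNA, is set near 0 by the normalization and decides nothing about a general shift. A lower share of MCF-7 cells and more cells of another type is argued against with ER siRNA by the luminal list, at -0.008, and the fibroblast, basal and haematopoietic lists, at -0.12, 0.06 and 0.05. With RARα siRNA those 3 lists were all higher, at 0.10, 0.07 and 0.08, as more cells of another type would give, so that the planned test did not decide, while the luminal list, at 0.137, was not lower as a smaller share of MCF-7 cells would need. Slower growth after loss of either receptor, as the paper measured by other assays, and a response to transfection of a targeting duplex may both lower these genes. In the paper's cell cycle assays fulvestrant, which involves no duplex, also gave arrest, and RARα1 partly restored cycling after ER siRNA. Those assays argue against a duplex response as the only cause of slower cycling with ER siRNA. They did not measure these genes on arrays, for which both explanations stay open.

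Genes of mitosis were lower with 500 nM than with 100 nM OH-Tam, the lower dose lying above control siRNA. The median log2 difference of all genes, -0.009, is set near 0 by the normalization and decides nothing about a general shift. A difference in growth between the cultures that does not come from the dose cannot be told apart from a dose effect, since each dose has 2 arrays of unknown culture, although the smallest difference between arrays of the 2 doses was 0.304 (log2) and the largest within a dose 0.045. A dose effect stays open as a hypothesis.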

How the results depend on the processing

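The folds scaled to the paper's and the genes with an unadjusted p under 0.05 in both knockdowns were tried only after the results were seen. The lists of mitosis, DNA replication and interferon-stimulated genes kept their direction and call under every alternative in which lists were tested. This held with ER siRNA, RARα siRNA, 100 nM OH-Tam and between the doses. Lists were not tested with the intensity trend, array weights or unadjusted p, and with the replicate block only in the ER experiment. ESR1 with ER siRNA kept its direction and call except with the mean of all probe sets (-0.411). The cause of the changes below was not tested. With an estimated correlation, list calls went from 42 of 147 (19 higher, 23 lower) to 27. Counts of called genes, 56 with ER siRNA, 0 with RARα siRNA, 90 with 100 nM and 119 with 500 nM OH-Tam, 631 for ER siRNA against 100 nM OH-Tam, 4 for the difference of the knockdowns and 0 in both, changed as follows, in that order where all are given. With each experiment fitted alone they were 3 (ER siRNA), 14 and 48 (OH-Tam), 242 and 14 (difference). With dim genes left out they were 306, 58, 268, 250, 1221, 37 and 14, and RARA with RARα siRNA passed (-0.926). With an intensity trend they were 630, 166, 370, 439, 1490, 119 and 54, and RARA passed. With array weights, 100 nM OH-Tam had 52. With pooled control arrays the counts were 93 (ER siRNA), 26 (RARα siRNA), 377 (against OH-Tam), 63 (difference) and 1 (both), and RARA passed (-0.977). With exchanged control arrays they were 14 (ER siRNA), 21 and 24 (OH-Tam), 291 and 2 (difference), and Table 2 genes 20. With unadjusted p they were 2583, 1964, 2158, 2233, 3304, 1855 and 386, and 1474 between the doses. With 1 added before the logarithm OH-Tam had 46 and 72. With 64 added the counts were 405, 107, 305, 281, 1299, 64 and 28, and RARA passed (-0.626). The replicate numbers of the ER experiment do not pair the arrays, same-numbered deviations correlating at -0.093 to 0.055, and with the number as a block the counts were 2 with ER siRNA, 5 with each OH-Tam dose and 61 for ER siRNA against 100 nM OH-Tam. Genes lowered in both by the fold threshold, 5, were 576 with linear means, 0 with adjusted p, 3 with 1 probe set per gene, 2 with dim probe sets left out, 10 with pooled or exchanged control arrays, 496 and 1 with 1 and 64 added, and 917 with folds scaled to the paper's (150 without dim probe sets). Genes raised, 59, were 824 with linear means, 0 with adjusted p, 27 with 1 probe set per gene, 25 with dim probe sets left out, 721 and 7 with 1 and 64 added, and 1011 (131) with scaled folds. The odds ratio of the cell cycle lists among the lowered genes was 0, from 2 genes and so without weight. It was 36.1 with exchanged control arrays and 74.8 with the genes lower at an unadjusted p under 0.05. Values that reversed were those of 3 dim ESR1 probe sets with ER siRNA (0.097, 0.16 and 0.232), a dim RARA probe set with RARα siRNA (0.06), the cholesterol list with 100 nM OH-Tam over all probe sets (0.15), the nuclear receptor list in the difference with pooled and exchanged controls (-0.174 and -0.27), and ATF3 with exchanged controls (0.012). Leaving out 1 array gave 4 to 25 calls with ER siRNA, 0 to 1 with RARα siRNA, 5 to 47 and 18 to 74 with OH-Tam, 117 to 593 for ER siRNA against OH-Tam, 1 to 3 for the difference, 5 to 16 lowered and 50 to 90 raised genes, 19 to 29 of Table 1, 25 to 36 of Table 2 and 36 to 43 list calls. Among the remaining results, mostly single genes and lists, 6584 values kept their side of the threshold, 1223 lost it and 57 passed it. Between 41.7% and 47.1% of the probe sets lay under a signal of 16, where folds depend on the value added and small changes cannot be read.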

Differences from the paper's values

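By the fold threshold of Table 1, 5 genes were lowered by both knockdowns, against the paper's 53 annotated genes. Among the alternatives set before the data were examined, none came within 1.5 times of that number: 4 with both OH-Tam doses required, 7 without the OH-Tam requirement, 5 with unadjusted p, 0 with adjusted p, 3 with 1 probe set per gene, 2 with dim probe sets left out, 5 with median centring, 10 with pooled and 10 with exchanged control arrays, 1 with 64 added, 496 with 1 added and 576 with folds of linear means. Linear folds scaled to the paper's, chosen after seeing the values, gave 917 and, without dim probe sets, 150. The decrease of RARA mRNA on knocking down ER was 5.53% on the arrays, against the paper's 40%, which was measured by RT-PCR in cells harvested later after transfection than those of the arrays. With the alternatives set before the data were examined it was 12.8% with the mean of all probe sets, 1.58% with median centring, 2.13% with pooled and 4.01% with exchanged control arrays, and 6.11% and 4.14% with 1 and 64 added, all of which differ from the paper's value. It was 5.53% again in the fits that leave these values as they are (each experiment alone, dim genes left out, trend, weights and block). Of the other RARA probe sets, all dimmer, 1 did not differ from the paper's value, at 47.6%, while the others gave 23.2%, -12.3% and -17.9%, the negative values standing for higher signals. The probe set at 47.6% was also lower with 500 nM OH-Tam (log2 change of -0.94), so that its fall was not particular to ER siRNA.

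A fold of Tables 1 and 2 was counted as differing where one value was over 1.5 times the other and they lay further apart than the SD of the array value. Another 58 folds of each table lay further apart than that SD but within 1.5 times, leaving 23 of Table 1 and 60 of Table 2 within the SD. Of 96 folds of Table 1, 15 differed, given here as the paper's and then the array value. With ER siRNA these were METTL7A 0.37 and 0.566, GHR 0.41 and 0.71, C5 0.38 and 0.61, SMC4 0.54 and 0.834, SEC31A 0.55 and 1.16, EPHX4 0.51 and 0.783, HNRPD 0.36 and 0.859, ARPC5L 0.59 and 0.909, SIPA1L1 0.55 and 0.839, and SAMHD1 0.6 and 1.18. With RARα siRNA they were SEC31A 0.57 and 1.05, ARPC5L 0.52 and 0.915, RGS3 0.45 and 0.878, SIPA1L1 0.58 and 0.904, and SAMHD1 0.53 and 0.925. Of 126 folds of Table 2, 8 differed. With RARα siRNA these were SLC7A11 2.03 and 1.23, CCPG1 1.56 and 0.783, SETD5 2.11 and 1.24, PVR 2.39 and 1.42, DISC1 1.74 and 0.857, and SETD2 2.11 and 1.12, and with ER siRNA PHLDB1 1.64 and 0.987, and DISC1 1.8 and 1.14. Among the alternatives set before the data were examined, folds of linear means removed the difference for METTL7A, GHR, C5, SMC4, EPHX4 and SIPA1L1 with ER siRNA, SAMHD1 with RARα siRNA, SETD5 and PVR. With 1 added it was removed for METTL7A, GHR, C5, SMC4, EPHX4, SIPA1L1, PVR and DISC1, all with ER siRNA except PVR. With pooled control arrays it was removed for METTL7A, C5, SMC4, EPHX4 and SIPA1L1 with ER siRNA, and with exchanged control arrays for those, SAMHD1 with RARα siRNA and SETD2. The other differences remained, and folds of linear means, which are folds of the group averages as in the Methods, added CP with ER siRNA (1.71 in the paper and 2.62) and MUC20 in both knockdowns (1.75 and 3.25, 1.91 and 6.07), so that 8 folds of Table 1 and 9 of Table 2 differed with them, while 1 probe set per gene, median centring and 64 added removed none. The added folds came from dimmer probe sets than the brightest, whose linear folds, looked at only after seeing the values, were 1.66 for CP with ER siRNA and 1.64 and 1.78 for MUC20, and did not differ. With the other probe sets of these genes, tried only after seeing the values, the difference was gone for SLC7A11 (1.53 and 1.55 with ER and RARα siRNA) and SETD5 (1.10 and 1.42) in both knockdowns, and for ARPC5L with ER siRNA (0.87, against 1.16 with RARα siRNA), and a dim SETD5 probe set gave 1.45 with RARα siRNA. Among genes with 1 matched probe set, the median ratio of the paper's folds to the linear folds was 0.846 with ER siRNA and 0.854 with RARα siRNA in Table 1 (16 genes), and 1.07 in both in Table 2 (13 genes). The quartiles were 0.843 and 0.851, and 0.846 and 0.857, in Table 1. In Table 2 they were 1.07 and 1.07 in both, though single ratios ran from 0.761 to 2.09. Ratios this even for most genes, with the control arrays as assigned here, argue against exchanged control arrays in the paper's folds. The ratios with exchanged control arrays were not computed.

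In direction, 39 of the 48 matched genes of Table 1 were lower and 44 of the 63 of Table 2 higher in both knockdowns with the brightest probe sets, and 46 and 60 with the probe sets chosen for the largest change in the table's direction. The paper counts RARα among the genes decreased by ER siRNA, and here RARA had a log2 change of -0.08 (adjusted p = 0.816), with no alternative in which it passed. The paper gives Table 1 as insensitive to tamoxifen, and here CDK1 and PTTG1 were higher with 100 nM OH-Tam (log2 changes of 0.90 and 0.64, adjusted p = 0.0208 and 0.0309), while the table's other matched genes were not called. Both calls were lost with exchanged control arrays and did not hold in every run with 1 array left out. With the probe sets of the lowest product of both folds, 13 of the 48 were higher and 0 lower at an unadjusted p under 0.05 from limma. Since the table was chosen on these arrays as insensitive, the lack of lower genes is shaped by that choice. The paper takes CDKN1A, MUC20, LYPD1 and CCNA2 as changed by both knockdowns, also from RT-PCR in cells harvested later after transfection than those of the arrays. On the arrays each had the paper's direction in both knockdowns and did not pass over all genes, which does not test the RT-PCR. CDKN1A with ER siRNA passed with dim genes left out (adjusted p = 0.0177), pooled control arrays (0.0277), an intensity trend (0.000625) and 64 added (0.00738), and with RARα siRNA with the trend (0.0148). CCNA2 passed with the trend (0.044 and 0.0205), LYPD1 with ER siRNA with the trend (0.0439) and MUC20 with ER siRNA with 64 added (0.0469), and with RARα siRNA neither LYPD1 nor MUC20 passed at an adjusted p under 0.05 in any alternative.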

Other observations

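The test of the NFE2L2 targets and its alternatives were chosen after the changes of single genes were seen, and the other comparisons were planned. With 100 nM OH-Tam, 57 genes rose and 33 fell at an adjusted p under 0.05 from limma, which was 5 to 47 in all when 1 of the 12 arrays was left out, lowest without the first 100 nM array. AGR2, a disulfide isomerase of the endoplasmic reticulum, rose from a signal of 1019 ± 65.5 to 5241 ± 343 (SD, n = 2 each), a log2 change of 2.33 (standard error 0.102, adjusted p = 0.000121), and its paralog AGR3 rose by 3.17. The keratin gene KRT13 (2.30), the chaperone gene HSPB8 (1.75) and SERPINA1, a protease inhibitor (1.50), rose as well. GREB1, a known early target of ER, fell by 1.41, TIMP3, an inhibitor of metalloproteinases, by 1.11 and the retinal dehydrogenase gene ALDH1A3 by 0.95. With 500 nM OH-Tam, AGR3 (3.49), KRT13 (2.73), AGR2 (2.47), SERPINA1 (2.00) and the carbonic anhydrase gene CA2 (1.52) rose, and ALDH1A3 (-1.42), TIMP3 (-1.21) and GREB1 (-1.08) fell. With 100 nM OH-Tam, the calls of AGR2, AGR3 and HSPB8 were lost in 0 of the 12 runs with 1 array left out, those of TIMP3 in 2 (without either 100 nM array, adjusted p up to 0.0638), KRT13 and SERPINA1 in 3, GREB1 and ALDH1A3 in 4, RET in 4, CDK1 and IFIT3 in 6, PGR in 8, DHRS3 in 10, and KIF20A and PTTG1 in 12. With 500 nM those of AGR3, AGR2, KRT13, SERPINA1, ALDH1A3 and TIMP3 were lost in 0, CA2 in 2, PGR in 3, RET in 4 and GREB1 in 10 (adjusted p up to 0.195). With exchanged control arrays the calls of AGR2 (1.76 and 1.90, adjusted p = 0.176 and 0.135), SERPINA1, TIMP3, ALDH1A3 and PGR were lost at both doses, those of KRT13, CDK1, KIF20A, PTTG1, IFIT3 and DHRS3 with 100 nM and that of GREB1 with 500 nM, while AGR3 kept its call. Of 35 estradiol-induced genes, limma called 7 higher and 2 lower with 100 nM OH-Tam, and 9 higher and 2 lower with 500 nM. The medians of the list were 0.32 and 0.42 (15 higher and 3 lower, and 17 higher and 4 lower, when adjusted over the list alone, camera adjusted p = 5.9e-10 and 4.6e-09). The progesterone receptor gene PGR (1.08 and 1.24) and the receptor kinase gene RET (1.38 and 1.44) were among those that rose. Of 15 estradiol-repressed genes, limma called 2 lower at each dose, and the medians were -0.24 and -0.34 (6 lower, and 1 higher and 9 lower, when adjusted over the list alone). Of 50 mitosis genes, all were higher with 100 nM OH-Tam, with a median of 0.47 (camera adjusted p = 2.2e-28) and CDK1 (0.90), KIF20A, a kinesin of cytokinesis (0.70), and PTTG1 (0.64) called. With 500 nM the median was 0.12 (camera adjusted p = 0.0069, lost with median centring at adjusted p = 0.0756, and without the second control or the second 500 nM array at adjusted p = 0.0665 and 0.111), with 0 called by limma, 4 higher at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The DNA replication list had medians of 0.29 and -0.01, with 0 called by limma at either dose (13 higher, and 2 higher and 3 lower, unadjusted; 0 at either dose when adjusted over the list alone), and was lower with 500 nM when the control arrays were pooled or exchanged (camera adjusted p = 0.0432 and 0.033). The interferon list had medians of 0.25, with IFIT3 called (0.89) and 14 higher when adjusted over the list alone, and -0.01, at a mean of 0.004, with 0 called by limma (4 higher and 2 lower unadjusted), and was lower with 500 nM with pooled control arrays (-0.08, camera adjusted p = 0.0498).

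ER siRNA and 100 nM OH-Tam, compared directly and so without the control arrays, differed in 205 genes higher and 426 lower with ER siRNA. That count was 117 and 174 without the second and first ER siRNA array, and 223 and 139 without the first and second 100 nM array. Of the 50 mitosis genes, limma called 38 lower with ER siRNA over all genes (46 when adjusted over the list alone), led by MAD2L1 (-1.46) and CDKN3 (-1.40). The median of the list was -0.90 (camera adjusted p = 1.2e-43). The calls of MAD2L1 and CDKN3 were lost in 2 and 0 of the 12 runs with 1 array left out. Of 35 DNA replication genes limma called 12 lower over all genes (22 when adjusted over the list alone), and the median of the list was -0.49. Among those called were the thymidylate synthase gene TYMS (-0.96) and the replication clamp gene PCNA (-0.66), whose calls were lost in 2 and 4 runs. CDKN1A was higher (0.89, adjusted p = 0.00566) and CCNA2 lower (-0.88, adjusted p = 0.0147), the call of CDKN1A being lost without the second ER siRNA array (adjusted p = 0.0535). That of CCNA2 was lost without either array of ER siRNA or of 100 nM OH-Tam (adjusted p up to 0.102) and with each experiment fitted alone (adjusted p = 0.0594). Of the estradiol-induced genes, limma called 2 higher and 14 lower over all genes, the latter with KRT13 (-2.29) and RET (-1.54) among them. The median of the list was -0.58.

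RARB and RARG, which encode the other two RARs, were near background or dim. RARB had log2 changes of 0.36 with ER siRNA and 0.26 with RARα siRNA (standard error 0.272, adjusted p = 0.629 and 0.823), and RARG of 0.20 and 0.01 (standard error 0.412, adjusted p = 0.9 and 0.996). ESR1 had a log2 change of 0.17 with RARα siRNA (standard error 0.096, 95% confidence interval -0.05 to 0.39, adjusted p = 0.635), -0.48 with 100 nM OH-Tam (adjusted p = 0.0937) and -0.32 with 500 nM (adjusted p = 0.242). RARA had 0.24 and 0.15 with the 2 doses (adjusted p = 0.459 and 0.657). With ER siRNA, ERBB2, ERBB3 and EGR3 had log2 changes of -0.15, -0.16 and -0.13 (adjusted p = 0.619, 0.535 and 0.868). The nuclear receptor list had medians of 0.04, with ESR1 called, and 0.08 with ER and RARα siRNA, its mean with ER siRNA being -0.07, and the ERBB list of 0.19 and 0.15. The retinoic acid-induced genes had -0.03 and 0.17 (camera adjusted p = 0.66 and 0.1) with the knockdowns, and -0.15 with 100 nM OH-Tam, with a mean of -0.01 (adjusted p = 0.037, and 0.1 with an estimated correlation), where RET rose and the retinal reductase gene DHRS3 fell, a call of the list also lost without the first control array (adjusted p = 0.394) and in 4 other runs. With RARα siRNA the retinoic acid list passed with dim genes left out, pooled control arrays or 64 added (adjusted p = 0.03, 0.0462 and 0.0491) and without 1 of the RARα siRNA arrays (adjusted p = 0.0426), the ERBB list with pooled control arrays (adjusted p = 0.032) and without the first control array (adjusted p = 0.0494), and the nuclear receptor list with exchanged ones (adjusted p = 0.0391). Cholesterol synthesis genes had -0.11 and 0.07 with the knockdowns and 0.14 with 500 nM OH-Tam (camera adjusted p = 0.018, and 0.1 with an estimated correlation), the call being lost with median centring (adjusted p = 0.0528) and without the first control or either 500 nM array (adjusted p = 0.0511 to 0.106). Hypoxia and glycolysis genes had 0.10 with ER siRNA (camera adjusted p = 0.031, and 0.1 with an estimated correlation, a call also lost with all probe sets, pooled or exchanged control arrays and without the second control or the second ER siRNA array, at adjusted p = 0.123 to 0.229), 0.01 with RARα siRNA and 0.16 with 100 nM OH-Tam. Medians with ER and RARα siRNA were -0.01 and 0.14 for luminal, -0.12 and 0.10 for fibroblast, 0.06 and 0.07 for basal and 0.05 and 0.08 for haematopoietic markers, -0.05 and -0.04 for ribosomal protein genes and 0.03 and -0.04 for housekeeping controls, and none of these 6 lists was called in either knockdown, though the fibroblast list was lower with ER siRNA without the second control array (camera adjusted p = 0.0481). With ER siRNA the mean lay on the other side of 0 from the median for the luminal (0.02), retinoic acid-induced (0.00) and housekeeping (-0.01) lists.

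AKR1B10, SLC7A11, the prostaglandin reductase gene PTGR1 (0.82), TXNRD1 and GCLC, the catalytic subunit of glutamate-cysteine ligase (0.64, adjusted p = 0.0351, singled out after its value was seen), rose with ER siRNA and are known targets of NFE2L2, a transcription factor of the oxidative stress response. The calls of AKR1B10, PTGR1 and TXNRD1 were lost in 10 and that of GCLC in 12 of the 12 runs with 1 array left out (adjusted p up to 0.216, 0.172, 0.173 and 0.202), and all 5 with exchanged control arrays, PTGR1 also with pooled ones. A hypothesis is that loss of ER may raise NFE2L2 targets in general. Of 26 other listed targets, 24 were measured and 20 were higher with ER siRNA, with a median log2 change of 0.20 (camera p = 0.0049 with an estimated correlation), 0 called by limma over all genes and 4 higher when adjusted over the list alone. That p was 0.0036 to 0.017 with 1 array left out and 0.042 with pooled control arrays, and did not pass with exchanged ones (0.063) or with median centring (0.059). HMOX1 (0.51) and SRXN1 (0.52) were among the higher members and NQO1 had 0.10. With RARα siRNA the median was 0.00 (camera p = 0.94), and the change with ER siRNA minus that with RARα siRNA had a median of 0.18 (p = 0.015 with an estimated correlation). The hypothesis was found and tested on the same arrays.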
